# Commensal microbiota drive the functional diversification of colon macrophages

**DOI:** 10.1038/s41385-019-0228-3

**Published:** 2019-11-26

**Authors:** Byunghyun Kang, Luigi J. Alvarado, Teayong Kim, Michael L. Lehmann, Hyeseon Cho, Jianping He, Peng Li, Bong-Hyun Kim, Andre Larochelle, Brian L. Kelsall

## Abstract

Mononuclear phagocytes are a heterogeneous population of leukocytes essential for immune homeostasis that develop tissue-specific functions due to unique transcriptional programs driven by local microenvironmental cues. Single cell RNA sequencing (scRNA-seq) of colonic myeloid cells from specific pathogen free (SPF) and germ-free (GF) C57BL/6 mice revealed extensive heterogeneity of both colon macrophages (MPs) and dendritic cells (DCs). Modeling of developmental pathways combined with inference of gene regulatory networks indicate two major trajectories from common CCR2^+^ precursors resulting in colon MP populations with unique transcription factors and downstream target genes. Compared to SPF mice, GF mice had decreased numbers of total colon MPs, as well as selective proportional decreases of two major CD11c^+^CD206^int^CD121b^+^ and CD11c^−^CD206^hi^CD121b^−^ colon MP populations, whereas DC numbers and proportions were not different. Importantly, these two major colon MP populations were clearly distinct from other colon MP populations regarding their gene expression profile, localization within the lamina propria (LP) and ability to phagocytose macromolecules from the blood. These data uncover the diversity of intestinal myeloid cell populations at the molecular level and highlight the importance of microbiota on the unique developmental as well as anatomical and functional fates of colon MPs.

## Introduction

Local microenvironmental cues are critical to imprint tissue-specific functions of MPs via driving unique enhancer landscapes and transcriptional programs.^1,2^ In the intestine, circulating Ly6c^hi^ monocytes constantly replenish a majority of the MP pool by replacing embryonic precursor-derived MPs around the time of weaning, which is driven largely by the microbiota.^3–6^ Differentiation from Ly6c^hi^MHCII^lo^ blood monocytes to Ly6c^lo^MHCII^hi^ intestinal MPs correlates with dynamic changes of many MP maturation markers, including the upregulation of CD11c, CD64, CX3CR1, F4/80, and MerTK.^7–9^ Additionally, discrete mature MP subsets have been defined with regards to the expression of CD11c both in small intestine and colon in the steady-state.^5,10,11^ Furthermore, CD4 and TIM4 are expressed by a subpopulation of MPs in the small intestine and colon, with TIM4 expressed solely by locally maintained colon MPs,^12^ possibly derived from embryonic or blood precursors early in life.^13^ Finally, CD169^+^ macrophages have also been described in the colon, their differentiation in the steady-state dependent on Vitamin A, and during intestinal inflammation secrete CCL8 to recruit inflammatory monocytes.^14,15^

Resident intestinal MPs are thought to play an essential role in killing invading microbes, clearing dead and dying cells, control of intestinal inflammation, and contributing to wound healing and epithelial repair,^16,17^ and they are highly phagocytic and bactericidal cells that respond to TLR ligands with the production of IL-10, and other anti-inflammatory, but low levels of inflammatory cytokines,^5,8,18–20^ and also have been reported to be important in the expansion or survival of regulatory T cells within the lamina propria through their production of IL-10 during steady state and colitis.^21,22^ Several tissue-specific factors affecting intestinal MP identity and function have been described, including retinoic acid, microbial metabolites, TGFβ, and IL-10, however, other influences on intestinal MP phenotype are largely unknown.^16^ IL-10 and TGFβ appear to affect the expression of unique sets of genes in colon MPs.^9^

During intestinal inflammation in several murine models of inflammatory bowel disease (IBD), blood monocytes become largely CD11c^−^CX3CR1^int^Ly6c^hi^ MHCII^+^ inflammatory/effector monocytes, that are thought to play a major role in chronic colitis and IBD through their production of inflammatory cytokines,^5,8,23^ but may also generate monocyte-derived “DCs”, with the ability to prime T cells, and possibly migrate to the MLNs.^23,24^ CX3CR1^hi^ colon MPs during colitis appear to largely maintain their regulatory phenotype,^23^ however the origin of these regulatory MPs during colitis is still unclear.^5,8,23^

A role for the commensal microbiota has been implicated in colon MP differentiation and/or maintenance in several studies, with lower numbers of both monocyte-derived and tissue-resident long-lived MPs present in germ-free (GF) mice,^5,6,12,25,26^ however, a substantial number of mature colon MPs are still found in adult GF mice.^5,6,12^ In addition, it was recently shown that antibiotic exposure causes intestinal MPs to become hyper-responsive to bacterial exposure, resulting in enhanced cytokine production and long-term enhanced Th1 responses and dysbiosis.^26^ Despite these advances, the precise developmental relationship of the diverse MP populations in the steady-state colon, as well as the influence of commensal bacteria on intestinal MP developmental pathways and functional phenotypes remain unclear. To address these issues, we performed single cell (sc-RNA) analysis of mRNA of MHCII^hi^ colon mononuclear phagocytes from both GF and specific pathogen-free (SPF) mice, together with tissue-staining for surface markers, and functional assays of antigen uptake.

## Results

### Single cell RNA sequencing identifies heterogenous subsets of mouse colon MPs and DCs

Single-cell mRNA gene expression profiling^27^ of mature myeloid cells (Lin^−^MHCII^hi^) from the colon of SPF and germ-free GF C57BL/6 mice was performed as outlined in Supplementary Fig. 1a. 

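SPF mice carry a microbiota without listed pathogens, and GF mice carry no microorganisms. Lin-MHCII hi cells, which lack the lineage markers of other leukocytes and carry high MHC class II, were pooled from the colons of 10 to 15 mice per housing condition. There was 1 Drop-seq library from SPF mice and 1 from GF mice. In Drop-seq, each cell is captured in a droplet with a barcoded bead, and a unique molecular identifier (UMI) on each primer lets the copies of an mRNA molecule be counted once. The authors aligned the reads to the mouse genome (mm10) and deposited UMI counts for 5000 cell barcodes per library, without normalization. The SPF counts summed to 4144038 UMIs over 15939 genes, with a median of 707 UMIs and 450 genes per barcode. The GF counts summed to 4124386 UMIs over 16562 genes, with a median of 670 UMIs and 454 genes per barcode. No mitochondrial gene is listed (0 of the genes in both libraries), so no filter on mitochondrial share was applied. With the filters of the study (genes seen in at least 3 cells of a library, cells with 200 to 2500 genes), 4919 SPF cells and 4871 GF cells were kept. In the SPF library 80 barcodes fell below 200 genes and 1 exceeded 2500, and in the GF library 129 fell below. The kept cells had a median of 711 UMIs in SPF and 681 UMIs in GF. The paper's reported numbers are 4681 SPF cells and 4718 GF cells (Fig. 1a). Because each condition has 1 library, the difference between SPF and GF has no replicate check, and cells were not used as replicates in a test. Intervals given with single-cell values are exact 95% Poisson or binomial (Clopper-Pearson) intervals, and they cover counting error only.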

Graph-based clustering^28^ of gene expression profiles from approximately 5000 individual cells from SPF and GF mice revealed extensive heterogeneity, identifying 13 cell populations (Fig. 1a). 

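The clusters were rebuilt from the UMI counts with Seurat and the settings of the study. Both libraries were merged, counts were scaled to 10000 per cell and log-transformed, and UMI number was regressed out. The study's limits on mean and dispersion gave 1975 variable genes, and 11 principal components at a resolution of 1.2 gave 15 clusters. A rebuilt cluster took the number of the study's cluster with the most marker genes among its 50 leading genes, at least 3, and it is called "like" that cluster. Cluster 3-like cells were the most numerous of the single rebuilt clusters (1412 cells), followed by cluster 4-like (1080), cluster 1-like (1010) and cluster 5-like cells (812). Cluster 2-like (687), cluster 6-like (648), cluster 7-like (562) and cluster 9-like cells (372) were fewer. Cluster 0-like cells fell into 2 rebuilt clusters of 878 and 772 cells. A cluster of 426 cells held 3 markers of cluster 11, *Ifit2, Rsad2* and *Isg15*, all among its 10 leading genes, and 5 of cluster 1, and it was left unnamed. None was named for clusters 8, 10 or 12, for which no marker list was drawn up. Resolutions of 0.8 and 1.6 gave 13 and 17 clusters. It was 12 when variable genes that differ between the libraries were left out, and 12 in the clustering on 70% of the UMIs.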

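Each rebuilt cluster was classed from a list of MP markers (among them *Adgre1, Cd63, Cd68, Cx3cr1, Zeb2, Fcgr1* and *C1qa*) and 12 DC markers (*Zbtb46, Kit, Flt3, Itgae, Ccr7, Xcr1, Cd209a, Ccl17, Naaa, Wdfy4, Fscn1* and *Id2*). The log2 ratio of each marker against all other cells was averaged, and a cluster was called MP-like or DC-like when one average exceeded the other by over 0.5. This gave 7 MP-like clusters with 5825 cells and 5 DC-like clusters with 2925 cells. The MP-like clusters were the counterparts of clusters 1, 2, 3, 4, 6 and 7 and an unnamed cluster of 426 cells led by *Ifit2, Ly6c2* and *Rsad2*. The MP average of this unnamed cluster was −0.48, and its class rests on a still lower DC average (−1.58). The DC average was 0.91 in cluster 5-like cells and 0.62 in cluster 9-like cells. An unnamed cluster of 91 cells led by *Tnfsf9, Nfkbid* and *Ccl4* was classed as DC-like although its DC average was −0.19, and it held 4 markers of cluster 7, an MP cluster. A cluster of 666 cells led by *Retnla, Lpl* and *Fn1* fell between the classes, with an average of −1.24 for the DC markers, and was left out of both. The last pair of clusters was led by stromal genes such as *Dcn* and *Col1a2* (193 cells) and by epithelial genes such as *Krt8* and *Krt19* (181 cells).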

Each population was identified by unique sets of differentially expressed genes (DEGs) (Fig. 1b, and Supplementary Table 1): 7 of the clusters were classified as colon MPs, based on known markers, including *Adgre1* (F4/80), *Cd63*, *Cd68*, *Cx3cr1*, and *Zeb2*, essential for MP development^29^ (Fig. 1c), and 6 as DCs, based on marker including *Zbtb46, Kit, Flt3*, and *Itgae* (CD103) expression, and comparison of gene expression for each cluster with the ImmGen database^30^ (Supplementary Fig. 1c). A summary of the colon MP clusters identified and analyzed in this paper, together with their defining mRNA and surface markers can be found in Table 1.

**Fig. 1:**
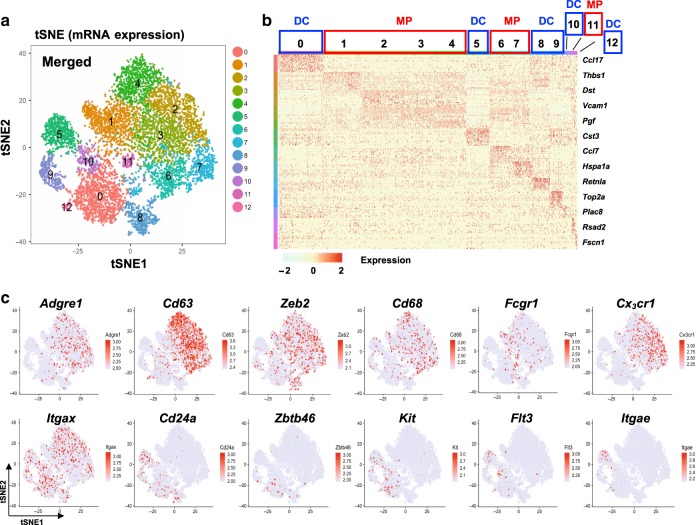
Extensive Heterogeneity of Phagocytes in the Mouse Colon. **a** tSNE plot of 9399 cells from SPF (4681 cells) and GF (4718 cells) colon. Graph-based clustering defined 13 clusters of colon phagocytes. **b** Heatmap of top 30 differentially expressed genes of each cluster from the merged data. The most differentially expressed gene of each cluster is labeled. **c** Feature plots showing macrophage (upper panel) and dendritic cell (lower panel) signature genes.

**Table 1:** Summary of colon MP populations.

Cluster	Top5 Cluster Gene Markers	Surface markers evaluated	mRNA for known MP genes^a^	Differentiation Status predicted from monocle2	Specific active regulons^b^	References^c^
1	*Thbs1, Ccr2, Tgm2, Emilin2, Ifi27l2a*	CD11c^−^CD206^−^CCR2^+^	*Ccr2*	Precursor cells (unaffected in GF mice)	*Mxi1*	^3–9,23,26,29^
2	*Cx3cr1, Dst, H2-M2, Dnmt3a, Vcam1*	*n.d*.^d^	*Itgax*	Transional and mature cells (increased in GF mice)	*Nfic, Tcf4, Mef2a, Ddit3, Nle2l2, Mitf, Fosb*	^26^
3	*Apoe, Ms4a7, Cd63, Vcam1, Hpgds*	*n.d*.	*Itgax*	Transitional cells (reduced in GF mice)	*Spic, Nfic, Tcf4, Mef2a, Ddit3,Mitf, Fosb*	^3–12,23,26,29^
4	*Pgf, Mmp13, Dnase1l3, Acp5, H2-M2*	CD11c^+^CD206^int^CCR2^−^CD121b^+^	*Itgax*, *Cd74, IL1r2*, *Cd9, Cd81*	Mature cells (reduced in GF mice)	*Spic, Nifc,Tcf4, Pdrm1,Crem1,Fosb, Mxi1*	^3–12,18,23,26,29^
6	*Ccl7, Ccl2, F13a1, Pf4, Cd163*	CD11c^−^CD206^hi^CCR2^−^CD169^+^	*Mrc1*(hi), *Cd36, CD163,F13a1*	Mature cells (reduced in GF mice)	*Jund, Tcd4, Nfic, Mafk, Atf4, Erg2, Mef2a*	^5,10,11,14,15,18,19,25,29,38,39^
7	*Hspa1a, Hes1, Hspa1b, Ccl4, Jun*	*n.d*.	*Itgax*	Mature cells (unaffected in GF mice)	*Erg1, Erg2, Jun, Irf1, Atf3, Fosb, Mef2a, Nfic*	^3–12,29^
11	*Ifit2, Ifit1, Rsad2, Isg15, Cxcl9*	*n.d*.		*n.d*.	*Stat1, Stat2, Erg2, Irf1, Irf7*	

^a^all cells express *Adgre1,Fcgr1,Cd63,Zeb2,Cd68,Cx3r1; with cluster 1 expressing less Adgre1, Cd68, Cx3cr1* (see Fig. 1c, and Supplementary Tables)

^b^predicted compared to all MP and DC clusters (see Fig. 5f)

^c^primary manuscripts describing related cell types

^d^not determined

### Commensal microbiota globally affects the development and gene expression of colon MPs

We initially compared the total numbers of colon DCs and MPs in GF, SPF mice, and conventionalized GF mice by flow cytometry. GF mice had a decreased total number of colon MPs (CD64^+^) but not DCs (CD64^−^), resulting in a significantly increased ratio of DCs to MPs, and these changes were reversed by co-housing of GF with SPF mice (Fig. 2a), indicating a selective effect of microbiota on colon MPs but not DCs.

**Fig. 2:**
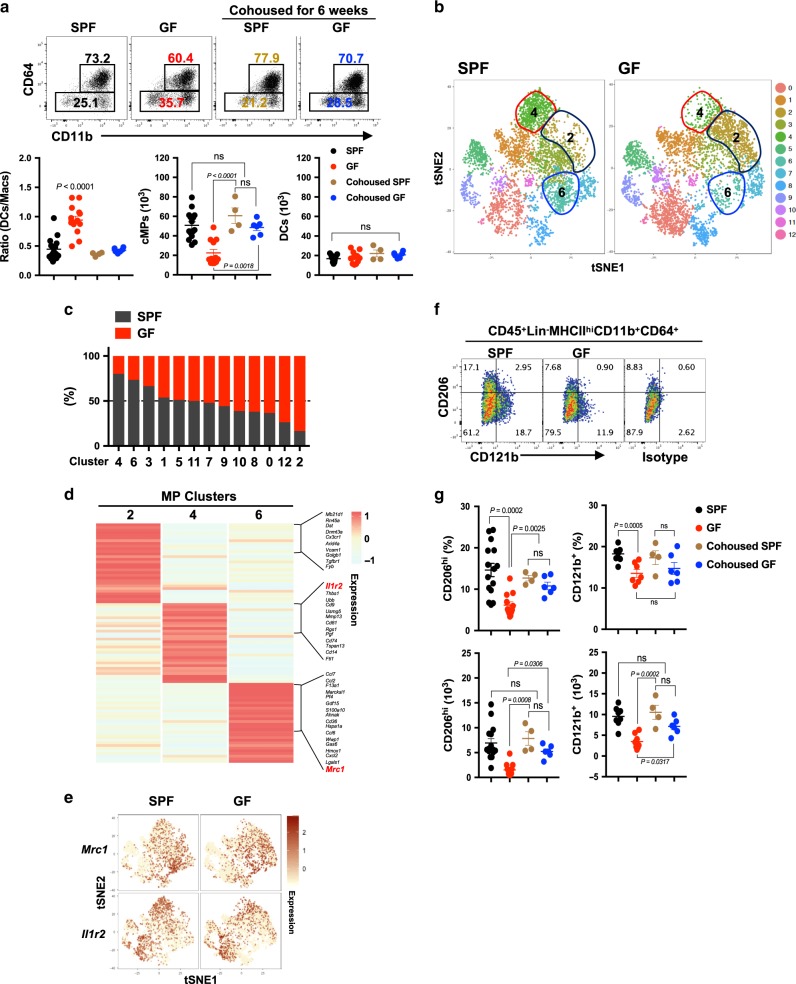
Microbiota Affects Heterogeneous Colon Macrophage Development. **a** Representative flow cytometry data to show the percentage of CD64^+^ MPs and CD64^−^ DCs from SPF, GF and co-housed SPF and GF mice, and quantification of DCs vs MPs ratio and absolute number of MPs and DCs. **b** tSNE plot of SPF and GF phagocytes. Cluster 2, 4, and 6 with highlights. **c** Percentage of SPF or GF cells of the total cells within each cluster from the merged dataset. **d** Heatmap of top40 differentially expressed genes in between cluster 2, 4, and 6. *Il1r2* and *Mrc1* were selected as surface markers for cluster 4 and 6, respectively, and highlighted in red. **e** Feature heatmap of *Mrc1* and *Il1r2* in SPF and GF cells. **f** Representative plot to show the surface staining of CD206 and CD121b (encoded by *Mrc1* and *Il1r2* genes, respectively) on colon macrophages from SPF and GF mice. **g** Summary of percentage and absolute number of either cell type. Data from SPF (*n* = 15), GF (*n* = 12), and co-housed SPF (*n* = 4) and GF (*n* = 6) mice ± SEM from two independent experiments.

Next we determined the influence of the commensal microbiota at the single-cell level, by generating separate tSNE plots of gene expression for SPF and GF mice from the combined dataset (Fig. 2b). 

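For a comparison of the libraries over all MPs, UMIs were summed over the MP-like cells of each library, 2607582 UMIs from 3195 SPF cells and 2168946 UMIs from 2630 GF cells. The sums were scaled by library total to CPM, 5 CPM were added, and the log2 ratio of SPF over GF was taken for 9338 genes with at least 20 UMIs. Its median over all these genes was −0.07. The 6 gene sets compared were fixed before the data were examined. They follow the themes that the paper reports for SPF against GF MPs of these same libraries. Their directions and ranks were therefore favoured and are not independent evidence. The median of each set was ranked among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test across mice.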

We first sought to understand how the microbiota influences the global gene expression of colon MP populations by evaluating the DEGs in all MP populations (Cluster 1, 2, 3, 4, 6, 7, and 11) from SPF compared to GF mice (Supplementary Fig. 2a, b). Colon MPs from SPF mice had increased expression of genes associated with immune defense, antigen presentation, oxidative phosphorylation and gene translation (ribosomal proteins), and decreased expression of genes associated with RNA splicing and chromatin reorganization, suggesting global effects of microbiota on metabolism, gene regulation with epigenetic modifications, host defense, and adaptive immunity.

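In MP-like cells, the median log2 ratio of SPF over GF was 0.24 for 78 genes of ribosomal proteins, of which 57 were higher in SPF. It was 0.47 for 83 genes of oxidative phosphorylation (73 higher), 0.37 for 20 genes of antigen presentation (19 higher) and 0.39 for 25 genes of immune defence (17 higher). The first 3 of these medians lay above every random list, and that of immune defence lay at the 99.99th percentile. The median was −0.27 for 88 genes of RNA splicing, with 21 higher in SPF, and −0.40 for 100 genes of chromatin organization, with 13 higher in SPF. The splicing median lay at the 0.01 percentile of its random lists, and that of chromatin organization lay below all of them. Of the settings over all MP-like cells, thinning every cell to 300 UMIs moved oxidative phosphorylation (to 0.55) and chromatin organization (to −0.48) most. Over the same cells, taking off the median of all genes moved the other medians most. They went to 0.31 for ribosomal proteins, 0.44 for antigen presentation, 0.46 for immune defence and −0.21 for splicing. Within single clusters some medians moved further, with ribosomal proteins at 0.056 in cluster 4-like cells.
The DC-like cells of the same libraries, which the study did not include in this comparison, gave medians of 0.29, 0.52, 0.28 and 0.43 for the sets higher in SPF, in the same order. They gave −0.23 for splicing and −0.36 for chromatin organization. From the difference between SPF and GF MPs, the paper proposes global effects of the microbiota on metabolism, gene regulation, host defence and adaptive immunity.

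**Figure D1:**
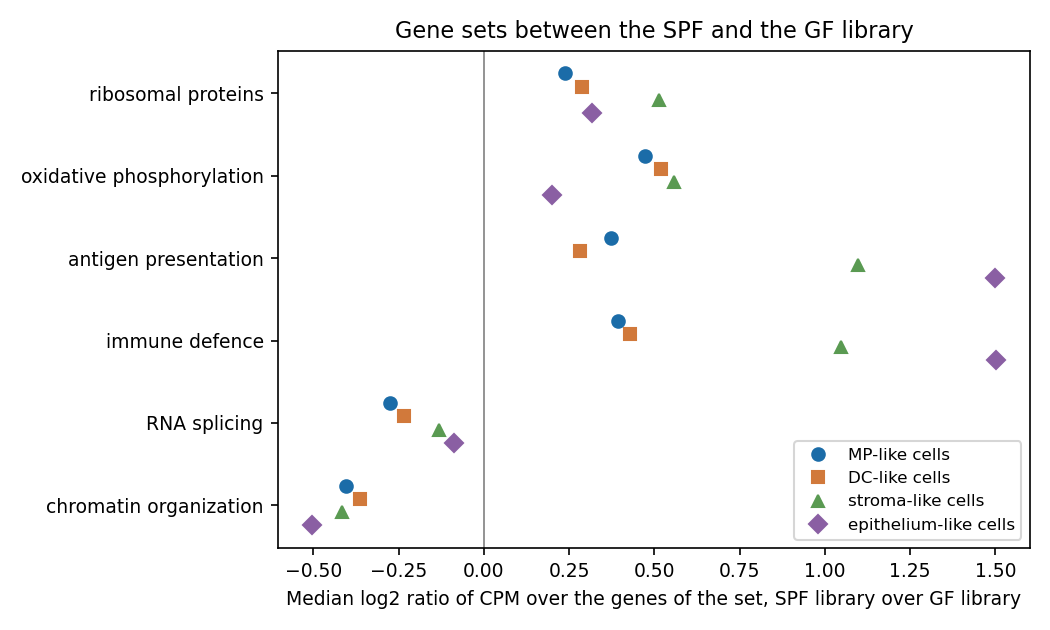
Median log2 ratio of CPM, SPF library over GF library, for 6 gene sets (vertical axis), in MP-like, DC-like, stroma-like and epithelium-like cells (symbols). Each symbol is 1 pair of libraries without replicates, and in all of these cell types the first 4 sets lie above 0 and the last 2 below.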

### Commensal microbiota promotes the development of CD11c^+^CD121b^+^ and CD11c^−^CD206^hi^ MPs

We next evaluated the influence of the commensal microbiota on specific cell clusters (Fig. 2c). 

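Of all cells kept, 50.2% came from the SPF library. By this clustering, 58.1% of cluster 4-like cells came from SPF (628 of 1080 cells, 95% interval 55.1 to 61.1%), which is 12.8% of SPF cells and 9.28% of GF cells. Among cluster 6-like cells the share from SPF was 72.1% (467 SPF and 181 GF cells, interval 68.4 to 75.5%), or 9.49% of SPF and 3.72% of GF cells. Cluster 2-like cells came from SPF in 38.0% of cases (261 SPF and 426 GF cells, interval 34.3 to 41.7%), or 5.31% of SPF and 8.75% of GF cells. In cluster 7-like cells the share was 49.5% (278 SPF and 284 GF cells, interval 45.3 to 53.7%), which includes the share of all cells.
Genes that differ between the libraries enter this clustering, so it was repeated without 450 of the 1975 variable genes, those that differed at least 1.5-fold between the libraries in DC-like cells. Cluster 4-like cells then came from SPF in 55.2% of cases (interval 52.6 to 57.7%) and cluster 7-like cells in 47.2%. Cluster 6-like cells came from SPF in 51.0% (interval 48.6 to 53.4%) and were more numerous, at 1675 cells. No cluster 2-like cluster was found, and a cluster 11-like cluster of 136 cells came from SPF in 56.6% of cases. With the libraries integrated before clustering, the shares from SPF were 57.4% for cluster 4-like, 66.7% for cluster 6-like and 41.6% for cluster 2-like cells.

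**Figure D2:**
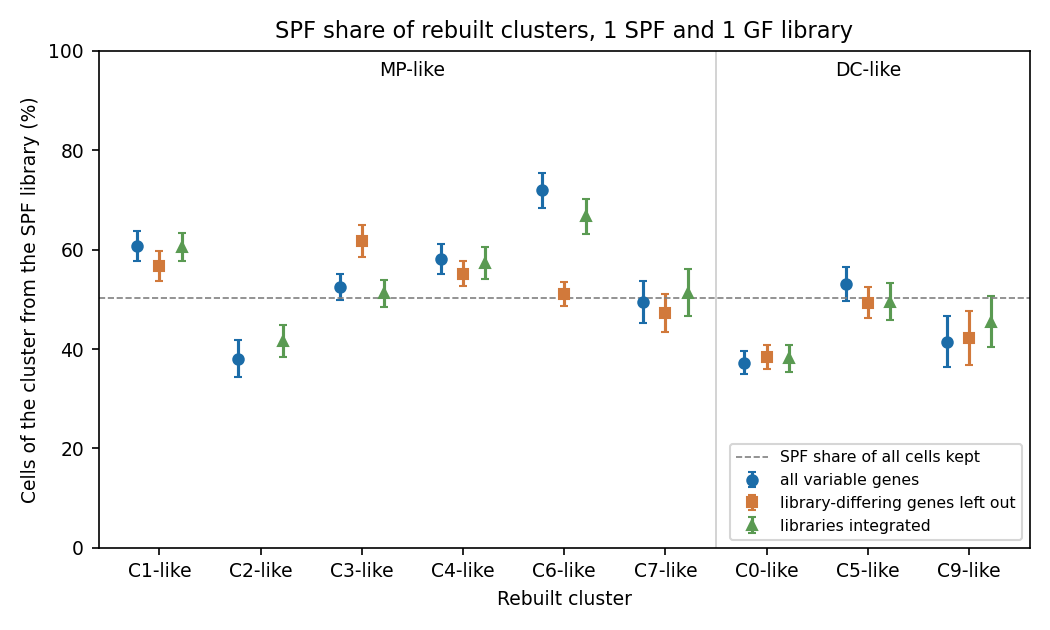
Percent of the cells of each rebuilt cluster that came from the SPF library, under 3 clusterings (symbols), with exact 95% binomial intervals for counting error (bars). The dashed line is the SPF share of all cells kept, and cluster 2-like has no symbol where no such cluster was found.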

A major decrease in the proportions of colon MP clusters 4 and 6 and an increase in cluster 2 were observed in GF compared to SPF mice (Fig. 2b), with less to no effects on clusters 7 and 11. In contrast, the proportion of colon DC clusters 0, 5, 8, 10 in GF mice were modestly increased or unchanged compared to SPF mice, while cluster 12 was more significantly increased. 

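In the counterpart of cluster 0, 37.3% of cells came from the SPF library (615 SPF and 1035 GF cells, interval 34.9 to 39.7%), or 12.5% of SPF and 21.2% of GF cells. In the counterpart of cluster 5, 53.1% came from SPF (431 SPF and 381 GF cells, interval 49.6 to 56.6%), or 8.76% of SPF and 7.82% of GF cells. Without the genes that differ between the libraries, these shares were 38.4% and 49.3%. Clusters 8, 10 and 12 had no named counterpart. Over all DC-like cells, 1239 of the 4434 MP-like and DC-like SPF cells were DC-like (27.9%, interval 26.6 to 29.3%) and 1686 of 4316 in GF (39.1%, interval 37.6 to 40.5%). The cluster that fell between the classes held 5.20% of SPF and 8.42% of GF cells, and with it counted among the DCs the shares were 31.9% and 44.4%.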

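*Il1r2* encodes the decoy interleukin 1 receptor CD121b and lies on chromosome 1 of mm10 from 40086093 to 40125231. *Mrc1*, on chromosome 2 from 14229414 to 14332024, encodes the mannose receptor CD206. To keep a gene from being measured in the UMIs that placed a cell in its cluster, each UMI was assigned at random to clustering (70%) or to measurement (30%), and the clusters were built from the first part and genes read in the second. *Il1r2* was 4.84 times higher in cluster 4-like than in cluster 6-like cells in SPF (496 against 64 measured UMIs) and 4.79 times higher in GF (171 against 13). *Mrc1* was 2.55 times higher in cluster 6-like than in cluster 4-like cells in SPF (interval 2.10 to 3.09) and 3.76 times higher in GF (2.83 to 5.01). Against all other MP-like cells, *Il1r2* was 2.41 times higher in cluster 4-like cells in SPF and 2.02 times in GF. *Mrc1* was 2.45 and 2.75 times higher in cluster 6-like cells than in all other MP-like cells in SPF and GF. Both genes are also markers by which these clusters were named, which favours these directions even in other UMIs.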

To validate these findings, selective surface markers were identified by transcriptomic analysis for colon MP cluster 4 (*Il1r2*/CD121b) and 6 (*Mrc1*/MMR/CD206) (Fig. 2d, e), while no antibodies to specific surface markers were identified for clusters 2 or 7. Flow cytometric analyses showed lower percentages of both populations in GF compared to SPF mice, and these differences were reversed again by co-housing (Fig. 2f, g).

Next, we evaluated DEGs between cluster 4 (CD11c^+^CD121b^+^) and cluster 6 (CD11c^−^CD206^hi^), which are decreased in GF mice (Supplementary Fig. 3a; Supplementary Table 2). 

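In the measured UMIs, 857 cluster 6-like cells were compared with 1264 cluster 4-like cells, within each library. Of the 20 genes the paper names for this comparison, 19 had the stated direction in both libraries, the exception being *Ccl8* in GF. Some of the 20 are markers by which these clusters were named, which favours their direction, and of the 12 that are not, 11 had the stated direction. The lists of the study's own comparison of cluster 6 with cluster 4 (Supplementary Table 3) were chosen on these cells and are not independent evidence. Of its 93 genes with a natural log fold change over 0.6, 92 were higher in cluster 6-like cells in both libraries. All 80 genes below −0.6 were lower in both. Among 699 genes with at least 50 UMIs in each library, the largest ratios in favour of cluster 6-like cells were those of *F13a1, Retnla, Pf4, Ahnak* and *Hspa1a*. The largest in favour of cluster 4-like cells were those of *H2-M2, Havcr2, Pgf, Acp5* and *Dnase1l3*. *Retnla* was 8.23 times higher in cluster 6-like cells in SPF and 81.1 times in GF. With a 50 to 50 split of the UMIs these ratios were 8.60 and 10.5, so the gap between the libraries depended on the split.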

Functional annotation of DEGs revealed organic acid transport, antigen processing and presentation, cell killing, lipid localization and myeloid leukocyte migration as the most significant functions associated with cluster 4, whereas the most significant functions associated with cluster 6 were cellular response to interleukin 1, wound healing, regulation of vasculature, apoptotic cell clearance, and myeloid leukocyte cytokine production. CD121b (*Il1r2*) expressed by cluster 4 is induced by regulatory cytokines, such as IL‐4, IL-13, IL‐10, and controls the proinflammatory functions of IL-1 by inhibiting IL-1β signaling and IL-1α processing.^31^ Cluster 4 also expressed higher levels of TGFβ-dependent genes (Supplementary Fig. 2c) including *Apoe, Rgs1*^32^ *and Thbs1*, which together with *Mmp13* can contribute to TGFβ activation,^33^ as well as the C-type lectin receptors, *Clec7a* (Dectin-1) and *Clec4n* (Dectin-2), suggesting specialized innate immune functions in response to fungi or other pathogens.^31^ In contrast, genes highly expressed in cluster 6 included chemokines (*Ccl2, Ccl6, Ccl7, Ccl8, Pf4*) involved in chemotaxis of monocytes and other leukocytes, scavenger receptors (*Cd163, Cd36* and *Stab1*) associated with M2/wound healing/regulatory macrophages, and genes involved in vascular interactions (*Lyve1*), hemostasis (*F13a*), migration (*Ahnak*) and suppression of proinflammatory gene expression (*Atf3*).^34^

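*Apoe* was 1.77 times higher in cluster 4-like than in cluster 6-like cells in the SPF library (6732 against 2375 measured UMIs) and 2.01 times higher in GF. *Rgs1* was 2.46 and 2.44 times higher in SPF and GF, and *Thbs1* was 2.97 and 2.93 times higher. For *Mmp13* the ratios were 3.57 and 2.22 (interval in GF 1.36 to 3.82), and for *Clec7a* 2.87 and 3.30. *Clec4n* was 1.52 times higher in cluster 4-like cells in SPF. In GF its ratio of cluster 6-like over cluster 4-like cells had an interval of 0.303 to 1.18, so no difference was detectable at this depth. From these genes the paper proposes specialized innate immune functions of cluster 4 in response to fungi or other pathogens.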

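Among the chemokines, *Ccl7* was 20.3 times higher in cluster 6-like than in cluster 4-like cells in SPF (interval 13.8 to 31.0) and 64.6 times in GF (16.9 to 549). *Ccl2* was 46.5 times higher in SPF (19.5 to 145) and 85.2 times in GF, where cluster 4-like cells had 1 UMI (interval 14.2 to 3471). *Ccl6* was 2.22 and 5.81 times higher in SPF and GF, and *Pf4* 3.69 and 7.21 times. *Ccl8* was 6.58 times higher in SPF (3.95 to 11.5), and in GF it had 1 UMI in cluster 6-like and 4 in cluster 4-like cells (ratio 0.687, interval 0.0139 to 6.94). Of the scavenger receptor genes, *Cd163* was 28.8 times higher in SPF (7.43 to 247) and 23.6 times in GF (9.38 to 76.4). *Cd36* was 4.16 times higher in SPF and 9.81 times in GF (4.13 to 26.9), and *Stab1* 5.30 times in SPF (2.80 to 10.7) and 2.38 times in GF (1.04 to 5.36). *Lyve1* had 40 UMIs in cluster 6-like and 0 in cluster 4-like cells in SPF, and 20 against 0 in GF. *F13a1* was 59.3 times higher in SPF (74 against 2 UMIs, interval 15.8 to 499) and 47.6 times in GF (52 against 3 UMIs, interval 15.4 to 238), *Ahnak* 4.60 and 5.13 times, and *Atf3* 4.18 and 2.86 times.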

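For cluster 2, 1180 cluster 2-like cells of the clustering on 70% of the UMIs were compared with 4870 other MP-like cells. The study's list of genes higher in cluster 2 (Supplementary Table 2) holds 167 genes at an adjusted p under 0.05, and 110 of them were higher in cluster 2-like cells in both libraries. Of the 101 genes listed as lower, 89 were lower in both. The study pooled the libraries for this list. In DC-like cells, which are no part of that comparison, 129 of the 167 genes were higher in GF than in SPF, with a median log2 ratio of 0.36, and 22 of the 101 genes were, with a median of −0.42. Among 2329 genes with at least 50 UMIs in each library, the largest ratios in favour of cluster 2-like cells were those of *Gpnmb, Cd4, Fabp5, Dnmt3a* and *Vcam1*. The largest against them were those of *Jchain, Alox5ap, Plac8, Ccr2* and *S100a4*. *Gpnmb* was 3.55 times higher in cluster 2-like cells in SPF and 5.19 times in GF, and *Cd4* was 1.91 and 3.95 times higher. *Jchain* was 8.90 times higher in the SPF than in the GF library in DC-like cells.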

Cluster 2, which was dramatically increased in GF mice, expressed lower levels mRNA for genes associated with the inflammatory response, myeloid leukocyte migration, MyD88-independent TLR4-cascade and stress responses compared to all other colon MP subsets (Supplementary Fig. 3b; Supplementary Table 3). Notable genes that were poorly expressed in cluster 2 included *Nfkbia, Nfkbiz, Ftl1* (ferritin light chain) and *Ubb*, associated with decreased colon MP activation and oxidative stress. In contrast, these cells expressed higher levels of mRNA for TGFβ-dependent genes (Supplementary Fig. 3c), including *Tgfbr1* and *Cx3cr1*.^9,35,36^ Also increased in this subset was *Mb21d1* (cGAS), a gene known to be induced by IFNα/β signaling, which is itself largely driven by a positive feed-forward loop in response to cGAS/STING signaling induced by intracellular DNA from viral infection, DNA damage or leakage from mitochondria.^37^ Together, these results suggest that under GF conditions, colon MP differentiation is diverted to a separate population due to lack of LPS/bacteria signals, with preserved TGFβ, and possibly IFNα/β signaling.

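*Nfkbia* in cluster 2-like cells was 0.704 times its level in the other MP-like cells in SPF (interval 0.564 to 0.870) and 0.585 times in GF (0.472 to 0.720). *Nfkbiz* was 0.854 times in SPF (0.474 to 1.44), where no difference was detectable at this depth, and 0.368 times in GF (0.210 to 0.610). *Ftl1* (chromosome 7, 45457944 to 45459887 of mm10) was 0.929 times in SPF (0.861 to 1.00) and 0.853 times in GF (0.769 to 0.945). *Ubb* was 0.854 times in SPF (0.7104 to 1.02) and 0.907 times in GF (0.708 to 1.15), intervals that both include 1. With the libraries pooled, the ratios were 0.685 for *Ftl1* and 0.656 for *Ubb*. These genes also differed between the libraries outside cluster 2-like cells. *Ftl1* was 2.89 times and *Ubb* 2.66 times higher in SPF than in GF DC-like cells. For *Ftl1* the direction in GF rested on all cells, with a ratio of 1.05 once the 5% of cells with the highest doublet scores were removed.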

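*Tgfbr1* was 2.02 times higher in cluster 2-like than in other MP-like cells in SPF (interval 1.44 to 2.79) and 2.36 times higher in GF (1.86 to 3.01). *Cx3cr1*, the fractalkine receptor gene on chromosome 9 (120048683 to 120068297 of mm10), was 1.46 times higher in SPF (1.04 to 2.03) and 2.00 times higher in GF (1.61 to 2.48). Of the 8 genes the paper names for cluster 2, 7 had the stated direction in both libraries by these ratios, though the intervals of *Ubb, Nfkbiz, Ftl1* and *Mb21d1* include 1 in SPF. On the natural log scale of the study's fold changes, *Ubb* was −0.060 in SPF and 0.067 in GF, the latter against the stated direction. *Cx3cr1* and *Mb21d1* are markers by which the cluster was named, and of the other 6 genes 5 had the stated direction. Of all 8, the number was 8 with a 50 to 50 split, 7 with all UMIs, 6 with another random split, and 5 with the highest doublet scores removed (a setting chosen after the data were seen).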

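*Mb21d1* (chromosome 9, 78430518 to 78443238 of mm10) had 3 measured UMIs in cluster 2-like and 17 in other MP-like cells in SPF, a ratio of 1.21 (interval 0.226 to 4.17). In GF it had 176 and 290 UMIs, a ratio of 1.33 (1.09 to 1.61), and another random split of the UMIs gave 0.971 there. With the libraries pooled the ratio was 2.18. Over all UMIs, *Mb21d1* was 25.2 times higher in the GF than in the SPF library in MP-like cells (1509 against 72 UMIs) and 16.3 times higher in DC-like cells (938 against 43 UMIs). In the bulk RNA-seq of P3 to P8 from the same study, its log2 difference of SPF minus GF was 0.074, but it was too low there for the filter (at most 6.93 TPM). From the cluster 2 genes, the paper proposes that colon MP differentiation under GF conditions is diverted to a separate population with preserved TGFβ and possibly IFNα/β signaling.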

### Unique spatial and functional features of CD11c^+^CD121b^+^ and CD11c^−^CD206^hi^ colon MPs

The distinctively different gene expression patterns between colon MP cluster 4 (CD11c^+^CD121b^+^) and cluster 6 (CD11c^−^CD206^hi^), suggested their differential localization within the colon tissue. To address this possibility, we used CD169 as a more specific marker for cluster 6 (CD206^hi^ colon MP) (Fig. 3a) instead of CD206, a pan-MP marker which is more broadly expressed at lower levels in other colon MPs; and CD11c and CD121b for cluster 4. Interestingly, CD11c^+^ (Fig. 3b) and CD121b^+^ (Fig. 3d) cells localized more distally, closer to the tips of the villi where exposure to apoptotic epithelial cells, and intestinal bacteria and their products would be more prominent. In contrast, the majority of CD169^+^ cells are concentrated closer to the crypt base, as well as within the submucosa^14,38^ (Fig. 3b). Therefore, distinct gene expression profiles between CD11c^+^CD121b^+^ and CD11c^−^CD206^hi^ colon MPs may be explained by their exposure to microenvironments within the tissue, including their proximity to commensal bacteria which is significantly decreased within the crypts.

**Fig. 3:**
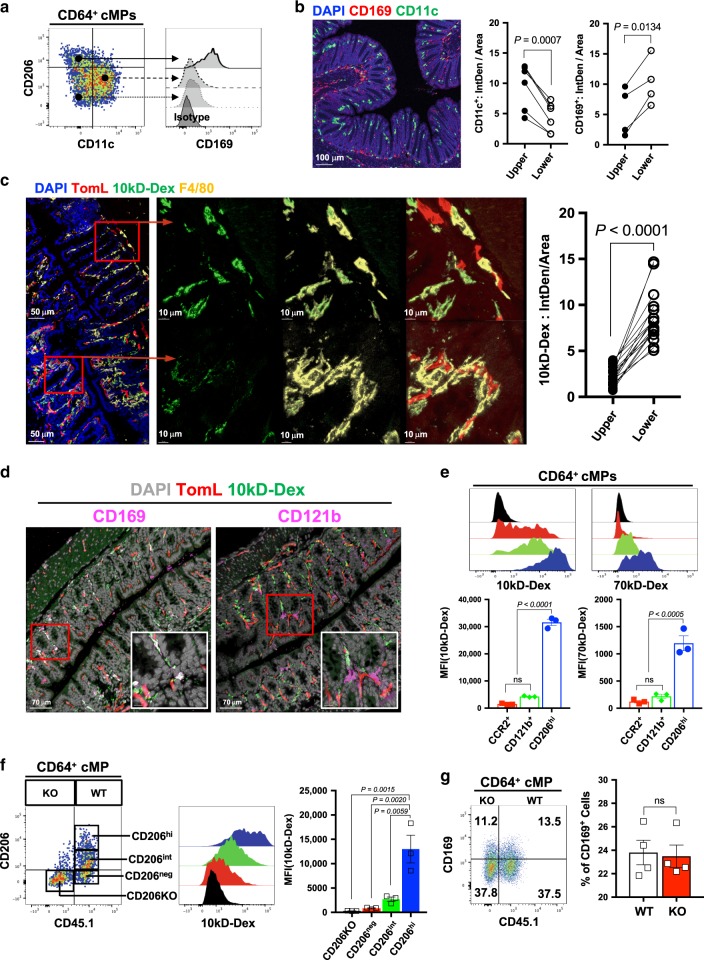
Spatial and functional differences between CD11c^−^CD169^+^(CD206^hi^) and CD11c^+^CD169^−^CD121b^+^(CD206^int^) colon macrophages. **a** Representative histogram of CD169 expression. **b** Representative image of cross-section of CD11c-eYFP reporter colon stained with CD169. scale bar 100 μm. Lamina propria region was separated in half into upper (distal) and lower (proximal) regions (left panel), and integrated density (IntDen) of CD11c (green) and CD169 (red) was quantitated from 6 or 4 sections of two mice (right panel). paired *t*-test. **c** Representative tissue section of C57BL/6 mice intravenously injected with 10kD dextran (green) and tomato lectin (TomL, red) was further stained with anti-F4/80 (yellow) or **d** with CD169 or CD121b (purple). IntDen of 10 kD dextran in the upper and lower parts of lamina propria was summarized in the right panel **c** (17 sections from three mice). paired *t*-test. **e** Representative flow cytometry of phagocytosed 10 or 70 kD dextran by CCR2^+^ (red), CD121b^+^ (green) and CD206^hi^ (blue) subsets of colon MPs. Non-injected mice were used as control (black, top) and the summary of mean-fluorescence intensity (MFI) for dextran of colon MP populations is shown (bottom). **f** Mixed bone-marrow (BM) chimeric mice (CD45.12 wild-type + CD45.2 *Cd206/Mrc1*^*−/−*^ → CD45.1, *n* = 3) were generated and intravenously injected with 10kD dextran. Blood dextran uptake was examined in CD206^hi^ (blue), CD206^int^ (green) and CD206^neg^ (red) colon MPs from wild-type BM and CD206^neg^ colon MPs from *Mrc1*^*−/−*^ BM. The histogram of MFI of dextran intensity (middle panel) and the summary of the intensity (right panel). **g** Representative dotplot of CD169 expression from WT and KO colon MPs from mixed BM chimeras, and the percentage of CD169^+^ MP (*n* = 4).

We next determined the ability of these two colon MP sub-populations to capture systemic antigens, since prior studies had identified CD169^+^ MPs in the spleen and LNs as “gatekeepers” at the blood-LN interface.^38,39^ F4/80^+^cells closely associated with blood vessels avidly took up systemically administered 10kD dextran (Dex) (Fig. 3c), which was further localized to the CD11c^−^CD169^+^CD206^hi^ cell population (Fig. 3d, e), and which was also apparent with 70kD Dex administration. The capacity to capture Dex was solely dependent on the expression of CD206 (Fig. 3f)^40^ and was acquired during colon MP maturation because CCR2^+^ cells, immature monocyte/MPs, were unable to capture 10kD Dex (Supplementary Fig. 4a, b). However, the absence of CD206 had no effect on CD169^+^ colon MP development (Fig. 3g). Surprisingly, in contrast to Dex, all colon MPs were able to take up ovalbumin (Ova) from the blood to varying degrees (Supplementary Fig. 4c–e). These data highlight a spatial, as well as functional separation of the colon MP sub-populations in their ability to capture blood-born antigens, which depends on their associated surface receptors, and likely other, as yet undetermined properties.

### Trajectory analysis suggests developmental bifurcation of colon MPs

To explore developmental relationships between colon MP populations, and whether alterations in developmental pathways could account for the changes in colon MPs in GF conditions, we performed developmental trajectory analysis^41–43^ (Fig. 4a). One precursor and two major cell fates were identified with 1 major and 2 minor developmental branch points (BP). 

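The trajectory was approached with scanpy's diffusion pseudotime, an ordering without branches, in place of the Monocle method of the study. It ordered 2284 MP-like cells with over 500 genes (1200 SPF and 1084 GF cells) on 2588 genes, with the start set in cluster 1-like cells. *Ccr2, Adgre1, Cd63* and *Cx3cr1* were left out of the ordering genes. The order was divided into 10 equal parts. Cluster 1-like cells had a median position in part 1, which the choice of start favours, and 95.4% of them lay in the first 3 parts. Cluster 3-like and cluster 4-like cells had a median in part 4, cluster 2-like in part 7, cluster 6-like in part 8 and cluster 7-like in part 9. In the last 3 parts lay 6.79% of cluster 4-like cells, against 66.3% of cluster 6-like and 75.8% of cluster 7-like cells. An unnamed MP-like cluster with interferon-induced and monocyte genes (*Ifit2, Ly6c2, Plac8*) had its median in part 10.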

When individual colon MP clusters were mapped onto the cell trajectories, cluster 1 was identified as the major precursor with cluster 4 developing in opposite trajectories from clusters 6 and 7 at BP2. 

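Between the first and the last 3 parts of this order, *Ccr2* CPM fell to 0.673 times its level in SPF (interval 0.517 to 0.871) and to 0.679 times in GF (0.518 to 0.891). Its decline was not continuous. In SPF it stood at 597 CPM in part 1, 41.0 CPM in part 8 and 547 CPM in part 10, where the unnamed cluster lay. *Adgre1* was 1.38 times higher in the last parts in SPF (1.03 to 1.85) and 1.29 times in GF (0.989 to 1.69). *Cd63* was 1.25 (1.11 to 1.40) and 1.83 times higher (1.58 to 2.13), and *Cx3cr1* was 1.67 (1.29 to 2.16) and 1.63 times higher (1.31 to 2.04). These rises were not continuous either. In SPF, *Adgre1* was lowest in part 10 (168 CPM, against 199 in part 1), *Cd63* went from 2403 CPM in part 6 to 1412 in part 10, and *Cx3cr1* from 563 CPM in part 8 to 229 in part 10. In GF all 3 also fell from part 9 to part 10. With the unnamed cluster left out, a choice made after these values were seen, *Ccr2* fell to 0.366 times in SPF and 0.280 times in GF. Because this order has no branches and its last 3 parts held 6.79% of cluster 4-like cells, these ratios hardly cover the trajectory towards cluster 4. The paper's statement on both trajectories was therefore not tested for that one.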

A progressive loss of *Ccr2* and an enhanced expression of pan-macrophage markers *Adgre1*, *Cd63*, and *Cx3cr1* over the pseudo-time course, is consistent with development of mature colon MP along both trajectories from *Ccr2*^*+*^ precursors (Fig. 4b).^9^

**Fig. 4:**
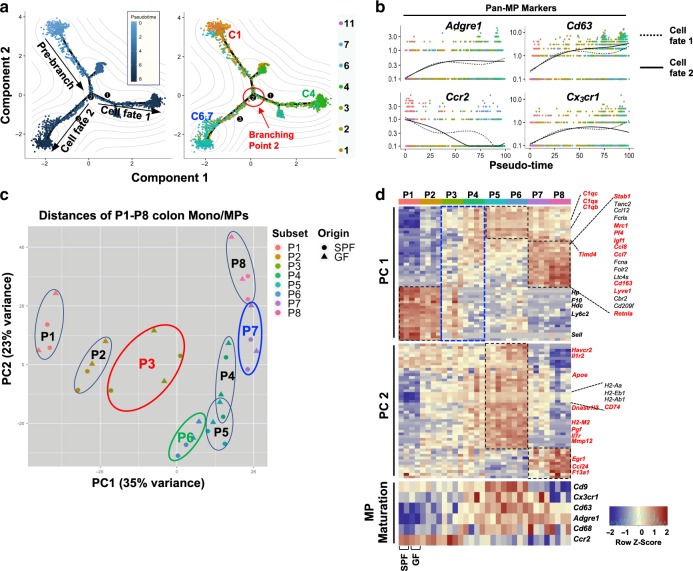
Colon MP diversification from CCR2^+^ common precursors. **a** Developmental trajectory analysis of colon macrophages (cluster 1, 2, 3, 4, 6, 7, 11 from scRNA-seq data) with pseudo-time (left panel) and cell cluster identity (right panel). Cluster 1 (red: *Ccr2*^*+*^), 4 (green: *Il1r2*^*+*^), and 6 (blue: *Mrc1*^*hi*^) and 7 accumulated at pre-branch, cell fate 1 and cell fate 2, respectively. **b** Dynamic change of expression of MP maturation markers (*Adgre1, Cd63, Cx3cr1* and *Ccr2*) along the pseudo-time. **c** Principal component analysis (PCA) of gene expression using bulk RNA-seq of P1–P8 populations sorted from steady state colon defined as in Supplementary Fig. 5a-c. Samples from SPF (•) or GF (▴) mice. P3 (red), P6 (green), and P7 (blue) are the counterparts of cluster 1 (red: *Ccr2*^*+*^), 4 (green: *Il1r2*^*+*^), and 6 (blue: *Mrc1*^*hi*^) from scRNA-seq data, respectively. **d** Heatmap displaying top50 genes of determining the variance of PC1 or PC2, and MP maturation markers. Genes highlighted in red represent the genes that are also highly expressed in the corresponding cell subsets from scRNA-seq data. Subset-specific genes are in black dotted boxes. Blue dotted box highlights the transitional expression pattern of PC1 genes from monocytes to MPs. First two and later two in each subset (P1–P8) are from SPF and GF, respectively.

To support the scRNA-based definition of these divergent cell types, 8 (P1-P8) different sub-types of colon MPs including Ly6c^hi^MHCII^−^ monocytes (P1) and Ly6c^hi^MHCII^+^ intermediate cells (P2) based on the monocyte to macrophage developmental “waterfall”^7,8^ (Supplementary Fig. 5a-c), which are not included in the current scRNA-seq data, were sorted by flow cytometry from SPF and GF colon cells, and subjected to bulk RNA-seq analysis. 

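The bulk RNA-seq consisted of 32 libraries, with 2 replicates for each of the 8 subsets P1 to P8 in SPF and in GF mice. Each library was made with a low-input full-length kit (SMART-Seq v4) from 100 cells sorted from the pooled colons of 3 to 5 mice. The authors deposited TPM, values normalized for transcript length and library total that keep no read depth, so the depth of these libraries is unknown. Each library sums to 538251 TPM or 1 more, which is below the total that TPM has over all transcripts. A median of 11290.5 genes per library were above 0, with a range of 9252 to 11924. The values of a gene's transcripts were summed, log2(TPM + 1) was taken, and 8803 genes with at least 5 TPM in at least 2 libraries were tested with limma. One mean per subset and housing was fitted over all 32 libraries, which share an estimate of the spread, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. By the sample labels, replicate 1 of every subset was sequenced in 1 run and replicate 2 in another, in both housing conditions.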

Principal component analysis (PCA) of bulk RNA-seq data from each subset showed a progressively increasing transcriptional distance between subsets (Fig. 4c): principal component (PC) 1 (*x*-axis) separated P1 and P2, tissue-infiltrated monocytes, from all other mature cells (P4 – P8), while P3 is in an intermediate position. 

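In a PCA of log2(TPM + 1) over the 8803 genes, PC1 held 18.5% and PC2 14.4% of the variance. The choice that moved these shares most was to use the 500 most variable genes, which gave 33.9% and 18.7%. PC1 scores averaged −59.1 ± 14.9 (SD, n = 8 libraries) in P1 and P2 and 25.9 ± 17.9 (SD, n = 20) in P4 to P8, and no library of one group reached the other (two-sided exact permutation test, p = 3.22e-07, the smallest this design allows). P3 had a score of −11.6 ± 19.9 (SD, n = 4), between P2 at −47.7 ± 10.3 and P6 at 1.22 ± 7.88. The subsets P5, P4, P7 and P8 followed at 17.8 ± 7.93, 26.6 ± 11.3, 40.9 ± 10.4 and 43.2 ± 7.83. Subset accounted for 94.1% of the variance of PC1 scores. With genes scaled to unit variance, PC1 did not separate these groups, and in every other setting it did. Between P1 and P2 on one side and P4 to P8 on the other, limma called 2354 genes, 1680 higher and 674 lower in P1 and P2. The share of called genes that were higher, 71.4%, became 51.2% after quantile normalization. The median log2 fold change of all genes was 0.24.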

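*Hp* (chromosome 8, 109575128 to 109579173 of mm10) averaged 136 ± 96.1 TPM (SD, n = 8) in P1 and P2 and 0.0791 ± 0.294 TPM (SD, n = 20) in P4 to P8, a log2 fold change of 6.63 (SE 0.40, limma adjusted p = 1.0e-11). *Ly6c2* averaged 1337 ± 570 and 16.0 ± 36.6 TPM, a log2 fold change of 8.42 (SE 0.83, limma adjusted p = 6.0e-08). The log2 fold changes of *F10* and *Hdc* were 4.93 and 5.21. These 4 genes were called over all genes tested. By subset, *Hp* averaged 223 ± 35.5 TPM in P1, 49.3 ± 10.3 in P2 and 11.9 ± 23.8 in P3 (SD, n = 4 each), and was listed at 0 in every P4 library. *Ly6c2* averaged 1286 ± 395 TPM in P1, 1388 ± 771 in P2, 363 ± 611 in P3 and 10.8 ± 17.0 in P4.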

*Hp, F10, Hdc, Ly6c2* and *Sell*, markers of blood monocytes^1,44^ are highly expressed in P1 and P2, and gradually decreased during the transition to P4. In contrast, genes for complementary receptors, scavenger receptors and pan-MP markers (*Cd9, Cx3cr1, Cd63, Adgre1*, and *Cd68*) begin to be expressed during this transition, with a deviation of transcriptional patterns emerging for P5-6 and P7-8 (Fig. 4d, upper and lower panel). In contrast, PC2 is more relevant to explain the distance between mature subsets (P5-6 versus P7-8; *y*-axis). 

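In P1 and P2 against P4 to P8, *Cd63* averaged 183 ± 93.3 TPM (SD, n = 8) against 1019 ± 287 TPM (SD, n = 20), a log2 fold change of −2.58 (SE 0.23, limma adjusted p = 7.6e-09). *Adgre1* averaged 59.6 ± 26.5 against 211 ± 55.4 TPM, a log2 fold change of −1.87 (SE 0.16, limma adjusted p = 4.3e-09). *Cx3cr1* had a log2 fold change of −1.30 (limma adjusted p = 0.011). *Cd9* and *Cd68* were not called, at 0.31 (limma adjusted p = 0.33) and −0.11 (limma adjusted p = 0.72). *Cd9* averaged 325 TPM in P1, 306 in P4, 647 in P5 and 778 in P6, against 98.9 in P7 and 48.8 in P8 (n = 4 each). *Cd68* ran from 712 TPM in P3 to 898 TPM in P5. The genes with the largest fold changes whose libraries did not overlap were *Slpi* (7.53), *Ly6c2, Hp, Chil3* (6.39) and *Mcemp1* (5.98) on the side of P1 and P2. On the side of P4 to P8 they were *Pf4* (−7.55), *C1qa* (−6.35), *C1qc* (−5.90), *C1qb* (−5.69) and *Fcrls* (−5.65).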

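PC2 scores averaged 38.3 ± 12.7 (SD, n = 8 libraries) in P5 and P6 and −24.3 ± 37.4 (SD, n = 8) in P7 and P8, a difference larger than the spread between replicates (two-sided exact permutation test, p = 0.00031, with 0.00016 the smallest possible). The groups overlapped, with 14.5 the lowest P5 or P6 score and 20.8 the highest P7 or P8 score. By subset, P5 scored 35.5 ± 16.1, P6 41.1 ± 9.74, P7 −4.13 ± 28.4 and P8 −44.5 ± 37.0 (SD, n = 4 each). Subset accounted for 61.6% of the variance of PC2 scores and replicate number for 19.3%. Over the 500 most variable genes, and within replicate 1 or replicate 2 alone, the PC2 scores of both groups did not overlap. With pseudocounts of 0.1 and 5, no filter and unit variance they did.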

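In P5 and P6 against P7 and P8, limma called 1260 of 8803 genes, 319 higher and 941 lower in P5 and P6. The split between higher and lower depended on the scaling, with 25.3% of called genes higher here and 48.1% after quantile normalization. The median log2 fold change of all genes was −0.25. The libraries of the groups did not overlap for 294 genes (3.34%, against 0.0155% by chance), of which 283 were called. *Il1r2* averaged 1821 TPM in P5 and P6 and 71.4 TPM in P7 and P8, a log2 fold change of 5.68 (SE 0.30, limma adjusted p = 2.6e-12). The other genes of largest change in this direction were *Mmp12* (6.57), *Klrb1b* (5.95), *H2-M2* (5.71) and *Gm5150* (5.31). In the other direction they were *Cbr2* (−7.71), *Cd209f* (−6.81), *Lyve1* (−6.29), *F13a1* (−6.14) and *Cd209g* (−6.10). The sorting markers moved with their gates, with 3.45 for *Cd9*, 3.37 for *Itgax* and −2.46 for *Mrc1*. Of 17 genes that the paper names for clusters 4 and 6 in the scRNA-seq, all 6 of cluster 4 were higher and all 11 of cluster 6 were lower in P5 and P6, each called. The top 20 genes of cluster 4-like cells, of which 19 could be tested, had a median log2 fold change of 2.25 (19 higher), and the top 20 of cluster 6-like cells a median of −3.07 (0 higher). In Supplementary Table 3, the genes higher in cluster 6 by a natural log fold change over 0.6 had a median of −2.07 (92 genes, 0 higher in P5 and P6). The genes below −0.6 had a median of 1.80 (77 genes, all higher; camera adjusted p = 3.3e-68, fry adjusted p = 1.4e-11). The held copy of Supplementary Table 1 lacks its last columns, so it was not tested.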

Genes up-regulated in P5 and P6 (Fig. 4d, middle panel) significantly overlap with the genes expressed in cluster 4 by scRNA-seq, and those in P7 and P8 overlap with the genes expressed in cluster 6 by scRNA-seq (Supplementary Table 1), supporting the developmental bifurcation indicated by computational analysis.

Interestingly, P8, an LYVE1-expressing subset of CD206^hi^ colon MPs (Supplementary Fig. 5c–e) that are localized in the submucosa near lymphatic vessels (Supplementary Fig. 6f), showed relatively low levels of mRNA for *Cx3cr1* and genes related to antigen presentation (*H2-Aa, H2-Eb1, H2-Ab2, H2-M2, H2-Oa*, and *Cd74*) compared to other mature subsets, suggesting a differential role for these cells in the colon. In addition, in further direct gene comparison analysis, genes expressed in P3 (CD11c^−^CD206^int^CCR2^+^), P6 (CD11c^+^CD121b^+^CD206^int^) and P7 (CD11c^−^CD121b^−^CD206^hi^) showed significant overlap with the top 20 genes expressed by their counterpart clusters 1, 4, and 6 in the scRNA-seq dataset (Supplementary Fig. 5g, h). Collectively, these data imply that *Ccr2*^*+*^ precursors (cluster 1) mature into colon MPs along two major developmental trajectories, both of which are driven by commensal bacteria.

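In P8 against P4 to P7, *Cx3cr1* averaged 2.58 ± 3.72 TPM (SD, n = 4) against 27.7 ± 23.2 TPM (SD, n = 16), a log2 fold change of −3.17 (SE 0.49, limma adjusted p = 8.8e-05). *H2-Aa* averaged 3897 ± 693 TPM in P8 and 11455 TPM in P4 to P7, a log2 fold change of −1.53 (SE 0.23, limma adjusted p = 6.3e-05). The log2 fold change was −1.53 for *H2-Eb1*, −1.69 for *Cd74* and −6.07 for *H2-M2*. *H2-Oa* was listed at 0 in all 4 P8 libraries. *H2-Ab2* is not listed in the table. The 6 listed genes were all lower in P8 and called, also when adjusted over the list alone. Over all genes, limma called 965 genes, 610 higher and 355 lower in P8 (63.2% higher, against 48.0% after quantile normalization). The number fell to 503 without SPF P8 replicate 2 and to 524 without GF P8 replicate 2. The genes of largest change whose libraries did not overlap were *Retnla* (7.59), *Lyve1* (6.46), *Cbr2* (5.81), *Ednrb* (5.45) and *F13a1* (4.96) on the side of P8. On the other side they were *Il1r2* (−6.39), *H2-M2, Gngt2* (−5.84), *Apol7c* (−5.50) and *Gpr171* (−4.87). From the low levels of antigen presentation genes, the paper proposes a differential role for P8.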

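Each of P3, P6 and P7 was compared with the mean of the other two. The top 20 genes of cluster 1-like cells had a median log2 fold change of 1.45 in P3 (19 of 20 higher; camera adjusted p = 8.9e-16, fry adjusted p = 9.0e-06). Those of cluster 4-like cells had a median of 2.03 in P6 (18 of 19 higher; camera adjusted p = 1.7e-28, fry adjusted p = 1.3e-07). Those of cluster 6-like cells had a median of 2.95 in P7 (20 of 20 higher; camera adjusted p = 7.8e-29, fry adjusted p = 8.8e-08). Camera is limma's competitive set test, here with a preset correlation between genes of 0.01, and fry is its rotation test. With each library left out in turn, the medians stayed between 1.32 and 1.53, 1.74 and 2.34, and 2.63 and 3.17. The cluster 6-like genes in P3 (median −0.50) and the cluster 4-like genes in P7 (median −0.40) were called lower by camera and not by fry. In P6 against P7 directly, limma called 288 genes (106 higher and 182 lower in P6), and 267 of these had libraries that did not overlap. With replicate number as a block, limma called 433 genes. The count moved most without GF P6 replicate 2, to 104 genes, and was 153 without GF P7 replicate 2, 190 without SPF P6 replicate 1 and 128 without SPF P6 replicate 2. Without SPF P7 replicate 2 it was 71 higher and 75 lower genes. The share higher in P6 was 36.8%, against 51.8% after quantile normalization. *Il1r2* averaged 2940 ± 1260 TPM in P6 and 137 ± 91.0 TPM in P7 (SD, n = 4), a log2 fold change of 4.63. *Mrc1* averaged 43.3 ± 7.43 and 225 ± 64.9 TPM, a log2 fold change of −2.33. Of the 17 genes named for clusters 4 and 6, 13 were called, and *Apoe, Rgs1, Thbs1* and *Clec4n* were higher in P6 without being called (*Thbs1* was called with the block).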

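Housing was compared within the same bulk libraries, as SPF minus GF over P3 to P8 (12 against 12 libraries). At an adjusted p under 0.05, limma called 7 genes of 8803, and 1370 had an unadjusted p under 0.05. With replicate number as a block, 503 genes were called, 280 higher and 223 lower in SPF. With the means of each collection as replicates, 2 against 2, limma called 1 gene, a setting chosen after the data were seen. Without the block, leaving out each library in turn gave 0 to 46 genes. Within P6 alone 0 genes were called (96 at an unadjusted p under 0.05), and within P7 alone 0 genes (347 unadjusted). An F test of whether the housing difference varied between subsets called 0 genes (234 unadjusted). On simulated data with a log2 change of 2, the comparison over P3 to P8 recovered 97% of changed genes, and those within P6 and P7 recovered 1.5% and 1%. The simulated libraries varied independently, without the deviation that libraries of a collection share. The 97% can therefore overstate what was recoverable between housing conditions. *Il1r2* and *Mrc1*, whose subsets were sorted at equal cell number, had log2 differences of 0.39 (limma adjusted p = 0.46) and 0.28 (limma adjusted p = 0.60) between SPF and GF. The paper proposes that *Ccr2*+ precursors mature along a pair of trajectories that are both driven by commensal bacteria. Besides the trajectory and the bulk subsets, its evidence includes flow cytometry. There the CD121b+ and CD206 hi MPs made up less of the MPs in GF mice, and co-housing reversed this. Bulk subsets sorted at equal cell number cannot show such a difference in abundance.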

### Developmental bifurcation of colon MPs is controlled by unique regulons

The transcriptional state of a cell emerges from an underlying gene regulatory network (GRN) in which a limited number of transcription factors and co-factors regulate each other and their downstream target genes. To gain a better understanding of the GRNs involved in colon MP and DC identity, we used SCENIC (Single-cell regulatory network inference and clustering) to infer the activity of regulons [a transcription factor (TF) together with target genes] for each cell cluster.^45,46^ Visualization of regulon activity scores (RAS) by tSNE plot identified unique patterns of regulon activity for each cell cluster (Fig. 5a). Furthermore, the heatmap of RAS for individual cells identified unique sets of regulons active in colon MP and DC lineages more generally, as well as more specific regulons active in each cell cluster (Fig. 5b).

**Fig. 5:**
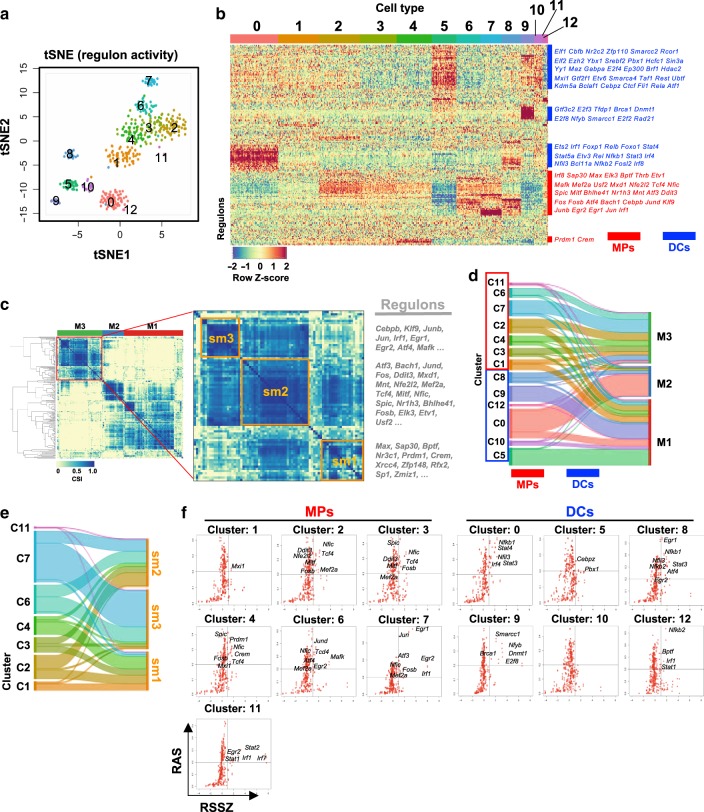
Unique regulon activities dictate colon MP bifurcation. **a** tSNE based on regulon activity scores of avg20. Colors are matched with the mRNA expression pattern-based tSNE plot in Fig. 1a. **b** Heatmap of regulon activity scores. Hierarchically clustered regulons are listed on right side (Red groups: high activity in macrophages; blue groups: high activity in dendritic cells). **c** Three regulon modules (M1–M3) are identified based on regulon connection specificity index (CSI). Close-up view of module M3 identifies sub-modules (sm1 - sm3) and their transcription factor regulons. Sankey plot represents the connectivity between **d** clusters (0–12) of colon phagocytes and regulon modules (M1-M3) or **e** macrophage clusters (1–4, 6, 7, and 11) and regulon sub-modules (sm1–sm3). **f** Plots of RAS and RSSZ (regulon specificity score Z-score) of the regulons in each cluster. Regulons with RAS > 0.2 & RSSZ > 1.0 were considered to be significant and labeled.

We next addressed the identity of regulons acting together in the generation of colon MP and DC subsets using an unbiased approach that performs pair-wise comparisons of RAS scores for each cell without regard to its cluster designation and based on the connection specificity index (CSI)^46,47^ (Fig. 5c). Hierarchical clustering identified 3 major regulon modules, each with several submodules. Mapping RAS for regulons within each module to each cell cluster, as visualized in Sanky plots, revealed that M1 regulons were active in both colon MPs and DCs, and M2 and M3 regulons more active in colon DCs and MPs, respectively (Fig. 5d). Since colon MPs are more affected by the microbiome than colon DCs, we further evaluated M3, which has 3 sub-modules (sm1, sm2 and sm3, Fig. 5d, e). Regulons of sm1 are more active in colon MP clusters 1, 2, 3, and 4, sm3 more active in cluster 6 and 7, and sm2 active in all clusters.

Lastly, to define cluster-specific regulons, we analyzed Z-score normalized regulon specificity scores (RSSZ)^47^ together with RAS for each cell cluster (Fig. 5f). We identified the regulons *Crem* and *Prdm1* (sm1) more specific for cluster 4, *Atf4*, *Egr2, Tcd4*, *Mafk* (sm3) and *Jund* (sm2) as more specific for cluster 6, and *Egr1, Egr2, Atf3*, and *Irf1* as more specific for cluster 7, while *Fosb, Nfic, Spic*, and *Mef2a* were more broadly active in most of colon MP clusters. Only *Nfe2l2* distinguished cluster 2, abundant in GF mice, from all other colon MP clusters. To determine how cluster-specific regulons associated with regulon sub-modules control MP differentiation along the trajectory, we examined selected TFs and their target genes that change bidirectionally at BP2 (Supplementary Fig. 6). *Spic, Atf4, Mafk* and *Egr2* contribute to cell fate 1 maturation, *Prdm1* to cell fate 2, and *Jund, and Crem* to both but with proportionately more contribution of *Crem* to cell fate 2, which is also visualized in the RAS heatmap (Fig. 5b). Finally, Gene Ontology (GO) analysis of DEGs for each trajectory from BP2 support bimodal functional maturation (Supplementary Fig. 6). Together, these data identify both general and specific regulons that may contribute to the developmental and functional fates of colon MPs.

## Discussion

Here we present a detailed unbiased single-cell transcriptomic definition of intestinal myeloid cell heterogeneity and the role of microbiota in colon MP development and functions. We demonstrate extensive heterogeneity in colon MPs and DCs, provide data supporting a role for commensal microbiota in the generation of CD11c^+^CD206^int^CD121b^+^ (cluster 4) and CD11c^−^CD206^hi^CD169^+^ (cluster 6) from CD11c^−^CD206^int/lo^CCR2^+^ (cluster 1) colon MPs with relative stemness, as inferred by pseudo-time and GRN analyses, and identify candidate TFs and regulon-networks essential in the course of colon MP maturation. The spatial and functional divergence of colon MPs is consistent with distinctive roles in balancing immune responses to external threats and tissue homeostasis, with CD11c^+^CD206^int^CD121b^+^ colon MPs in the distal LP expressing genes related to immune effector functions, and CD11c^−^CD206^hi^CD169^+^ colon MPs in more proximal LP expressing genes important for cell recruitment, cell scavenging, and tissue regeneration.

We demonstrated that mature macrophages, in particular CD11c^+^CD206^int^CD121b^+^ (cluster 4) and CD11c^−^CD206^hi^CD169^+^ (cluster 6) colon MPs, are significantly reduced in GF mice compared to SPF mice and reversed by recolonization. These findings are seemingly at odds with a previous study reporting that development of CD169^+^ colon MPs is independent of microbiota,^15^ however, this study examined antibiotic-treated, but not GF mice, which are different both immunologically and metabolically.^48,49^ Furthermore, consistent with our results showing that GF mice conventionalized by co-housing with SPF mice for 6 weeks recovered this cell population from the colon, a prior study demonstrated that fecal transplants into GF mice resulted in an increase in CD206-expressing cells in the muscularis layer of colon and small intestine,^25^ indicating a commensal microbiota-dependent mechanism promotes their development.

Exposure of the intestine to bacteria as occurs at birth and weaning, as well as in conventionalized GF mice has significant effects on both the mucosal and systemic immune systems, including the epithelial barrier,^50^ as well as broader systemic effects, including effects on metabolism, at least in part due to dissemination of microbial metabolites.^51^ These changes include the induction of both pro- and anti-inflammatory cytokines in mucosal tissue important for establishing microbial-host mutualism that affects colon MP differentiation/maturation from monocytes.^50^ In this regard, Cluster 4 (CD11c^+^CD121b^+^) colon MP expressed many downstream genes reported to be increased by TGFβR-signaling (Supplementary Fig. 2c). Together with their preferential localization within the colon LP, exposure of these cells to TGFβ produced by epithelial cells, particularly in response to SCFAs from commensal bacteria,^52^ is consistent with their gene expression profile. Furthermore, SCFAs have been shown to have important effects on intestinal MPs, as shown by studies of antibiotic-treated mice.^26^ In contrast, in non-intestinal lymphoid tissues, expression of CD169 by MPs can be driven by type-1 IFNs during viral infections but is constitutively expressed by marginal-zone and subcapsular-sinus MPs that require B cell-produced LTα1β2, as well as RANK, LXR, and CSF-1 signaling.^39^ Other specific signals that may be important for MP differentiation is implied by our analysis of regulons important for these divergent differentiation pathways, and upstream analysis of these pathways is complex, and currently being evaluated.

In contrast to specific signals, our data also implicate more global factors for colon MP differentiation in response to microbiota. One possibility in this regard is that type-2 cytokines (IL4/IL13) and IL-10, as well as prostaglandins and glucocorticoids can induce the expression of CD121b,^31^ the primary marker for this population, but are also implicated in the differentiation of classic “M2” MP, which express high levels of CD206 and CD169 both markers of cluster 6 (CD206^hi^CD169^+^) MPs. Furthermore, when analyzed as a whole, microbiota increased genes in colon MPs related to oxidative phosphorylation, translation and antigen processing and presentation but decreased genes associated with mRNA splicing and transcription (Supplementary Fig. 2). 

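Within single clusters, the direction of the gene sets between SPF and GF was the same as over all MP-like cells. Each of the 7 MP-like clusters had a median log2 ratio above 0 for ribosomal proteins, oxidative phosphorylation, antigen presentation and immune defence, and below 0 for RNA splicing and chromatin organization. Across 7635 genes with at least 20 UMIs in both classes, the log2 ratios of SPF over GF in MP-like and DC-like cells had a Pearson r of 0.576 and the same sign for 5298 genes (69.4%). Genes are not independent replicates, and all of these cells come from the same pair of libraries. In the bulk libraries over P3 to P8, the median log2 difference was also above 0 for ribosomal proteins (0.64) and oxidative phosphorylation (0.43). It had the opposite sign for antigen presentation (−0.26) and immune defence (−0.18). RNA splicing (0.013) and chromatin organization (0.099) were not below 0 there.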

Recently, IL10 and SFCAs (butyrate), were shown to promote the generation of anti-inflammatory^53^ and microbiocidal^54^ MPs by reprogramming metabolism from glycolysis to enhanced oxidative phosphorylation resulting in a reduction in the activity of mTOR, thereby promoting autophagy. Enhanced mitophagy of dysfunctional mitochondria, which is characterized by low membrane potential and a high level of reactive oxygen species, prevented dysregulated activation of NLRP3 inflammasome, and increased xenophagy provided host defense against microbes. Butyrate also enhanced the transcription of antimicrobial peptides through inhibition of histone deacetylase 3. Together with our findings, these studies implicate these, or other factors, result in changes in MP metabolism toward oxidative phosphorylation in response to intestinal microbes, resulting in anti-inflammatory colon MP with increased capacity to kill microbes. It is not clear how these metabolic shifts caused by the presence of microbiota are related to the control of transcription and translation of individual genes, however, microbiota appear to be one of key factors that endow mature colon MPs with tissue-specific functions. Furthermore, microbiota have been shown to have broad physiological effects in the intestine, including nutrient processing and uptake, the differentiation of epithelial cells and maintenance of barrier function, the development of the enteric nervous system, as well as the production angiogenic factors that maintain or induce the development of the enteric vasculature.^55–59^ Therefore, MP development in the colon may be quite complex, likely including both direct and indirect effects of the microbiome that result in specific local niches that allow for the development of unique MP populations.

Here, we focused more on MPs than DCs because the absolute number and the proportion of DCs in the colon of SPF and GF, as well as conventionalized GF mice are not significantly different, with the exception of one population, cluster 12, indicating that colon DCs are less affected by microbiota than colon MPs. The reason why microbiota have these differential effects on DC and MP development is not yet clear. However, consistent with prior studies,^5^ we found that a majority of CD11c^+^ cells in the colon LP co-expressed F4/80, while CD11c^+^ cells lacking F4/80 dominated in isolated lymphoid follicles (ILFs) and colonic patches, indicating that lymphoid follicular structures are major sites where DCs reside in the colon. These findings, together with recent data that unlike ILFs and PPs in the small intestine, the formation of colonic lymphoid follicles are not significantly impaired in GF mice,^60,61^ may explain why colonization with microbiota did not have major effects on the overall number of DCs in the colon.

While the current manuscript focuses on an extensive analysis of colon MP populations, we performed preliminary analysis of DC clusters based on their expression of markers for previously identified populations (data not shown). Based on this analysis, clusters 5 and 12 are most consistent with previously identified DC1 populations [*Itgae* (CD103)^+^, *Itgam* (CD11b)^−^, *Xcr1+, Sirpa- Irf8*^*+*^*, Irf4-*], and clusters 0, 8, and 10 with DC2 populations [*Itgae* (CD103)^−^, *Itgam* (CD11b)^+^, *Xcr1*^*−*^*, Sirpa*^*+*^*, Irf8*^*−*^*, Irf4*^*+*^]. In contrast, Cluster 9 cells express genes indicating active replication (*Mki67, Smc2*, and *Top2a*), and can be separated into two subpopulations that additionally express genes for DC1 (*Irf8, Xcr1*) or DC2 [*Sirpa, Itgae* (CD11b)], suggesting these cells represent actively dividing DCs. 

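In the measured UMIs, *Itgae* was 7.26 times higher in cluster 5-like than in cluster 0-like cells in SPF (interval 2.495 to 28.8) and 10.4 times higher in GF (3.96 to 34.7). *Xcr1* was 33.9 times higher in SPF (28 UMIs against 1, interval 5.60 to 1386) and 27.0 times in GF (14 against 1, interval 4.11 to 1143). *Irf8* was 8.30 times higher in SPF (4.71 to 15.8) and 8.96 times in GF. *Xcr1* and *Irf8* are markers by which cluster 5-like cells were named, which favours their direction. *Itgam* was 21.1 times higher in cluster 0-like cells in SPF (5.54 to 179) and 6.01 times in GF (3.15 to 12.9). *Sirpa* was 6.06 times higher there in SPF (1.82 to 31.6) and 7.42 times in GF (2.38 to 37.4). *Irf4* had 3 UMIs in each group in SPF, and in GF 7 in cluster 5-like and 14 in cluster 0-like cells, so no difference was detectable at this depth. Against MP-like cells, *Cd24a* was 8.84 times higher in DC-like cells in SPF (5.12 to 16.0) and 7.28 times in GF (4.03 to 14.1).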

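Of 372 cluster 9-like cells, 18 had a UMI of *Xcr1* and 41 a UMI of *Sirpa*. None had both (0 cells, against 1.98 by chance), and 313 had neither, so most cells could not be assigned at this depth. *Irf8* was detected in 55.6% of the *Xcr1*+ cells and in 14.6% of the *Sirpa*+ cells.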

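*Id2* was 1.86 times higher in DC-like than in MP-like cells in SPF and 2.06 times in GF. It stood at 757 and 1136 CPM in the 2 cluster 0-like clusters, at 663 CPM in cluster 5-like, 514 CPM in cluster 9-like and 400 CPM in an unnamed DC-like cluster. Most MP-like clusters lay between 255 and 465 CPM, but cluster 6-like cells stood at 679 CPM. *Id2* was among the DC markers that classed the clusters, which favours its higher level in DC-like cells.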

Finally, all DC clusters expressed significant levels of *Id2*, a transcription factor reported to be important for DC1 differentiation in the small intestine. Additional analysis will be necessary to further determine unique functions and developmental relationships, including possibly to monocytes (monocyte-derived DCs) of these DC populations.

In addition to DCs, one particular cluster of MPs that was not discussed in detail in the manuscript is cluster 7, which develops along a similar trajectory to cluster 6, and shares a number of regulons, including *Egr2*. The mostly striking gene that is differentially expressed within cluster 7 from other MP clusters is *Hes1*, a member of the helix-loop-helix (HLH) family of transcription factors that suppress gene transcription. 

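*Hes1* in the measured UMIs was 20.7 times higher in cluster 7-like than in other MP-like cells in SPF (interval 15.8 to 27.5) and 13.0 times higher in GF (9.85 to 17.2), over 701 cluster 7-like cells. *Hes1* was also one of the markers by which this cluster was named, although in other UMIs.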

In a peritonitis model using *Mx1*-Cre-*Hes1*^fl/fl^ mice, *Hes1* deficiency promoted the expression of *Cxcl1*, resulting in enhanced recruitment of neutrophils into the peritoneum without affecting other cell populations.^62^ Furthermore, LPS-activated BMDMs derived from *Hes1* conditional knockout mice expressed more *Il6* and *Il12b* transcripts compared to control,^63^ implying an immunosuppressive role of *Hes1* in MPs. Additionally, cluster 7 highly expressed *Atf3*,^34^ *Egr1*^64,65^ and *Klf4*,^66^ all shown to be negative regulators of inflammation. 

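*Atf3* was 7.71 times higher in cluster 7-like than in other MP-like cells in SPF and 5.41 times higher in GF. *Egr1* was 10.8 and 14.0 times higher, and *Klf4* 3.23 and 3.75 times. Heat shock genes (*Hspa1a, Hspa1b, Bag3*) and *Jun* were among the 10 leading genes of this cluster.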

Interestingly, the proportions of this cell cluster were not significantly different between SPF and GF mice (Fig. 2c), suggesting these cells are less affected by microbiota than clusters 4 and 6.

Finally, long-living tissue-resident MPs are defined by expression of both CD4 and TIM4^12^ and possibly derived from embryonic or blood precursors early in life,^6,67^ and minimally affected in adult mice by microbiota.^12^ 

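The share of cells with a UMI depends on depth and on free RNA, so it was set beside cells that should lack the gene. *Cd4* was detected in 1.29% of cluster 1-like cells (13 of 1010, interval 0.687 to 2.19%, median 575.5 UMIs per cell). In the other MP-like clusters the share was 22.1% in cluster 2-like (median 962 UMIs), 8.00% in cluster 3-like (572.5), 14.1% in cluster 4-like (906.5), 6.02% in cluster 6-like (695) and 11.0% in cluster 7-like cells (701.5). Stroma-like cells (701 UMIs) had 1.55% and epithelium-like cells (1059 UMIs) 3.31%. With every cell thinned to 300 UMIs, the shares were 0.511% in cluster 1-like, 8.03% in cluster 2-like and 2.48 to 4.37% in the other MP-like clusters, against 1.05% in stroma-like and 1.69% in epithelium-like cells. *Timd4* was detected in 0.495% of cluster 1-like cells and in 1.07 to 5.09% of the other named MP-like clusters. The stroma-like and epithelium-like cells had 1.04% and 1.66%, so the cluster 7-like share of 1.07% did not exceed this background. With every cell thinned to 300 UMIs, these MP-like shares ran from 0.361% (cluster 7-like) to 2.02% (cluster 6-like, interval 1.08 to 3.43%). Stroma-like cells then had 0% (interval up to 1.92%) and epithelium-like cells 0.565% (up to 3.11%). At equal depth the intervals of the MP-like shares overlapped those of this background, which has few cells. Over all UMIs, *Timd4* stood at 57.7 CPM in cluster 2-like, 43.4 in cluster 3-like, 38.6 in cluster 4-like and 57.5 in cluster 6-like cells. Stroma-like and epithelium-like cells had 12.5 and 11.8 CPM, from 2 and 3 cells with a UMI. Cluster 1-like and cluster 7-like cells were near that level, at 7.46 and 13.6 CPM. *Timd4* was more frequent in DC-like cells, at 11.3% of cluster 0-like and 16.6% of cluster 5-like cells.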

Cluster 7 minimally expressed *Cd4* and *Timd4* (TIM4), as did clusters 2, 3, 4, and 6 and 7, but neither was expressed by Cluster 1 (*Ccr2*^+^) (Supplementary Fig. 7a, b). It is possible that the low transcript coverage of scRNA-seq was unable to provide an accurate profile of cells expressing low levels of *Cd4* and *Timd4*. However, the expression of *Timd4* was consistently detected only in mature (P4-P8) not in immature (P1-P3) monocyte/MPs from our bulk RNA-seq data (Fig. 4d) and, moreover, flow cytometry showed that multiple populations based on the expression of CD206 and CD11c exist within TIM4^−^CD4^−^, TIM4^−^CD4^+^ and TIM4^+^CD4^+^ cells of CD64^+^ colon MPs (Supplementary Fig. 7c). Therefore, the most likely explanation for our lack of identification of these long-lived TIM4^+^CD4^+^ cells as an independent cluster is that they indeed represent multiple MP populations, potentially affected by environmental cues similar to short-lived blood monocyte-derived MPs, even though they are long-lived cells. Indeed, tissue-specific signals are key factors that govern MP identity and function through effects on enhancer landscapes.^1^

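*Timd4* lies on chromosome 11 of mm10 from 46810799 to 46844334. It averaged 24.2 ± 18.5 TPM (SD, n = 20) in P4 to P8 and 0.766 ± 1.28 TPM (SD, n = 12) in P1 to P3, a log2 fold change of 3.79 (SE 0.32, limma adjusted p = 2.6e-09). On the log2 scale the means were 4.34 ± 0.98 and 0.55 ± 0.86 (two-sided permutation test, p = 2e-05, the smallest that 100000 resamples give). It was listed at 0 in all 4 P1 libraries and averaged 1.80 ± 1.63 TPM in P2. In P3 it was listed at 0 in 3 libraries and at 2.00 TPM in SPF replicate 2. P4 to P8 averaged 22.6 ± 21.4, 12.7 ± 5.17, 17.0 ± 6.51, 28.1 ± 11.0 and 40.7 ± 29.9 TPM (SD, n = 4 each).
*Cd4* (chromosome 6, 124864693 to 124888201) had a log2 fold change of 3.47 in the same comparison (limma adjusted p = 9.0e-09), at 18.9 ± 13.9 TPM in P4 to P8 against 0.550 ± 1.51 TPM. Its lowest subset among these was P8, at 1.99 ± 1.54 TPM, and the ranges of the groups overlapped.

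**Figure D3:**
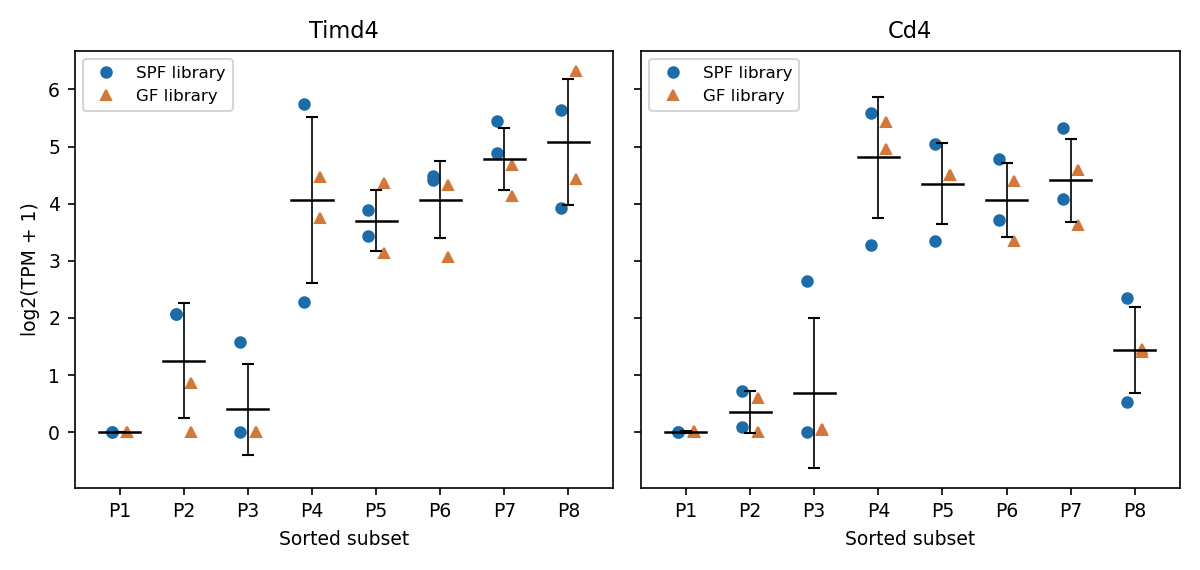
log2(TPM + 1) of *Timd4* (left) and *Cd4* (right) in the bulk libraries of subsets P1 to P8, SPF as circles and GF as triangles, with the mean (horizontal line) and SD (bar) of the 4 libraries per subset. The lowest *Timd4* value in P4 to P8 is 2.27 and the highest in P1 to P3 is 2.07, while for *Cd4* the ranges overlap.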

Collectively, we believe that the findings presented in this manuscript form the basis for future studies on how tissue myeloid cell development is influenced either directly or indirectly by signals from endogenous microbiota in the intestine, as well as highlight a previously underappreciated interface between the systemic and mucosal immune systems.

## Materials and methods

### Mice

C57BL/6 mice were purchased from Taconic and used at the age of 7–10 weeks. GF C57BL/6 mice were bred in the NIAID Gnotobiotic Facility or obtained from the Gnotobiotic Core, UNC School of Medicine. All mice were maintained in the NIAID Microbiome Program Gnotobiotic Animal Facility and screened for bacterial contamination prior to use. C57BL/6-[Tg]CD11c:EYFP (000307) and B6.129(Cg)-*Ccr2*^tm2.1Ifc/J^(JAX 017586) mice were purchased from Taconic and the Jackson laboratory, respectively. To obtain CD11c^eYFP/+^CCR2^mRFP/+^ mice, B6.129(Cg)-*Ccr2*^tm2.1Ifc/J^ mice were bred with C57BL/6-[Tg]CD11c:EYFP. B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ (JAX 002014) mice were obtained from the Jackson Laboratory. CD45.12 mice were obtained by crossing CD45.1 (JAX 002014) mice with CD45.2 (C57BL/6, Taconic) mice. *Cd206*/*Mrc1*^*−/−*^ mice were generously provided by Dr. Sanghun Lee from David Sacks’s laboratory, NIAID, NIH. All mice were maintained at an American Association for the Accreditation of Laboratory Animal Care–accredited animal facility at the NIAID and housed in accordance with the procedures outlined in the Guide for the Care and Use of Laboratory Animals under an animal study proposal approved by the NIAID Animal Care and Use Committee.

### Isolation and flow cytometric analysis of colon phagocytes

After removing extra-intestinal fat tissue and blood vessels, colons were flushed of their luminal content with HBSS, opened longitudinally, cut into 2-cm pieces, and incubated with HBSS containing 0.015% DTT (15 min, 37 °C in a shaking water bath). Epithelial cells and mucus were removed by extensive washes in HBSS, 5% FCS, and 25 mM Hepes. Colons were cut into small pieces up and digested in complete Iscove’s media containing 167 µg/ml Liberase TL and 30 µg/ml DNase I (Roche) at 37 °C in a shaking water bath for 60 min. The digested cell suspension was then passed through 100- and 40-µm cell strainers and resuspended in FACs buffer (5% FBS, 0.1% NaN3 sodium azide) or Sorting buffer (5% FBS, 1 mM EDTA) depending on the next procedure. For FACS analysis, cells were stained with Fc block/anti-CD16/32 (2.4G2) and live/dead fixable blue dead cell stain kit (Thermo Fisher) according to the manufacturer’s instruction. Further staining of surface targets was done with the following antibodies: α-CD45.2 (104), CD11c (N418), MHC-II (AF6-120.1), F4/80 (BM8), CD64 (X54-5/7.1), CD11b (M1/70), CD45.1 (A20), CD121b (4E2), CD169 (3D6.112), CD206 (C068C2), CD9 (MZ3), CCR2 (SA203G11), LYVE-1(223322), Ly6c (AL-21), B cell and T cell lineages (referred hereafter as Lin, CD19 (RA3-6B2), TCR-β (H57-597), and TCR-γδ (eBioGL3)), and corresponding isotype controls. Samples were briefly fixed with Fixation/Permeabilization Solution kit (BD Biosciences) for 10 min at 4 C. In case of FACs cell sorting, samples were incubated only with Fc block/anti-CD16/32 without live/dead dye, prior to surface staining. Cells were pre-gated on singlet-CD45^+^ hematopoietic cells and then, Lin^−^MHCII^hi^ cells. Whole cells except for F4/80^−^CD11c^−^ populations from Lin^−^MHCII^hi^ cells were sorted for scRNA seq experiments (Supplementary Fig. 1a, b). Ly6c^hi^MHCII^−^ and Ly6c^hi^MHCII^+^ cells were gated from CD45^+^CD11b^+^ Lin^−^CD64^int/+^ for sorting of P1 and P2 subsets (Supplementary Fig. 5a, b). For the purpose of P3-P8 subset sorting or analysis, cells were pre-gated on live-CD45^+^ cells, and then, whole cells except for CD11b^−^CD11c^−^ populations of Lin^−^MHCII^hi^ cells (referred hereafter as APC gate). CD64^+^CD11b^+^ (MPs) or CD64^−^ (DCs) were further analyzed using anti-CD11c, CD206, CCR2, CD9, CD121b, CD169, and LYVE1 antibodies (Supplementary Fig. 5a, c). Data were collected using BD^TM^ LSRII (BD Biosciences) and the obtained data were processed with FlowJo software (Tree Star Inc.).

### Microbiota reconstitution

Germ-free C57BL/6 mice were transferred out of the germ-free isolators and co-housed with SPF C57BL/6 mice purchased from Taconic in at a ratio of 2:3 (SPF:GF) for 6 weeks. This experiment was repeated twice.

### Bulk RNA-seq sample preparation and analysis

Single-cell suspension of colon LP cells was isolated from pooled colons of 3–5 SPF or GF mice and stained (Supplementary Fig. 5a–c) for flow cytometry cell sorting. Processes of cDNA synthesis and sequencing library generation were performed using SMART-Seq v4 Ultra Low Input RNA Kit (Takara), following the manufacturer’s protocol with least modification. 10X Reaction buffer was prepared by mixing 19 μl of 10X lysis buffer and 1 μl of RNase inhibitor provided by the kit. One microliter of 10X Reaction buffer was mixed with 9.5 μl of RNase-free water and put into a 96-well PCR plate, and the plate was always kept on ice throughout the experiment. 100 cells of each subset of colon monocyte/macrophages (P1-P8) were directly sorted into individual wells of reaction buffer-containing in the 96-well PCR plate. First-strand cDNA synthesis and PCR amplification were carried out according to the manufacturer’s recommendations. Tagmentation and indexing of the amplified cDNAs were performed using the Nextera XT library preparation kit (Illumina) with multiplexing primers, according to manufacturer’s protocol. Library fragment-size distribution was assessed using the Bioanalyzer 2100 and the DNA high-sensitivity chip (Agilent Technologies). Quantification of libraries was performed using Qubit 2.0 (ThermoFisher) and Kapa DNA Quantification Kit (Kapa biosystems) before sequencing. Eight subsets from SPF and GF colons were collected twice independently (total 32 samples). Sixteen samples per lane were multiplexed in NextSeq500, single-end 75 cycle × 1. Downstream analysis of demultiplexed fastq files was executed using Partek Flow (Partek): trimming adaptor sequences (13 bp from 5’ and 3 bp from 3′ were trimmed, leaving 57~58 bp with higher than Q30 of quality score in average), alignment to the reference genome (mm10), and quantification to annotation model (mm10_refseq_v86_18_08_01_v2). STAR aligner was used for sequence alignment and the genomic alignments that map uniquely to the set of known Refseq were used as raw input. TPM normalized count matrix was further visualized using gplots 3.0.1, R package, and the function heatmap.2() with the parameters ‘scale = row’, Rowv = FALSE, Colv = “NA” and dendrogram = c(“none”) (per row z-score transformed log (normalized expression), royalblue1-grey0-yellow). For PCAplot and heatmap in Fig. 4b, c, DESeq2 was used: un-normalized transcript count matrix was used as input, low abundant features were removed by strict pre-filtering, DESeq2 data object from the matrix of counts and the metadata table was constructed and further processed with variance stabilizing transformation. PCA was performed by *prcomp* function with default setting, the list of genes highly responsible for PC1 or PC2 variance were extracted by pca$rotation[,“PCx”] and the absolute high top50 genes in either PC1 or PC2 were selected.

### scRNA-seq using dropseq

Single cell suspensions of colon LP cells were prepared from mouse colons of 10–15 pooled 7–10 weeks-old SPF or GF mice and stained as in Supplementary Fig. 1b. Colon phagocytes were sorted using a FACs Aria (BD Biosciences) at NIAID core and immediately moved to single-cell RNA (scRNA) library preparation. scRNA libraries were prepared using Drop-seq method.^27^ Briefly, using a PDMS microfluidic device (FlowJem), single cells were encapsulated with barcoded microparticles (barcoded bead SeqB from Chemgenes) into droplets containing lysis buffer. The flow rates of partitioning oil, single-cell suspension and barcoded microparticles were 15; 4; and 4 mL/h, respectively. Following single-cell encapsulation, droplet breakage, reverse transcription, exonuclease I treatment and PCR amplification were all performed following the standard Drop-seq protocol.^27^ The amplified cDNA was quantified on Qubit 2.0 and BioAnalyzer 2100 with DNA high-sensitivity chip (Agilent) and then fragmented and amplified using the Nextera XT DNA sample prep kit (Illumina). Final libraries were again quantified on Qubit 2.0 and assessed for fragment size and quality using the BioAnalyzer 2100 with a DNA high-sensitivity chip (Agilent). The libraries were sequenced on the Illumina NextSeq 500, using a High Output Kit v2 with 20 bp of Read1 using a custom primer (5′GCCTGTCCGCGGAAGCAGTGGT ATCAACGCAGAGTAC 3′), 60 bp of Read2, and 8 bp of index read1.

### scRNA-seq data analysis using Drop-seq Tools

Read alignment and generation of digital gene data from raw sequence data were performed using STAR v2.5.4a with default settings and drop-seq-tools-1.12 in NIH Helix/Biowulf High Performing Computation (HPC) system. Raw read1- and read2-fastq files were first converted and merged into uBam files. From read 1, 5′ bases 1–12 and bases 13–20 with equal or higher than 10 quality score were tagged as cell barcode and unique molecular identifier (UMI), respectively, and then filtered for sequence alignment. Adapter sequence and poly-A tail sequence contamination were removed before sequence alignment. The file was converted back into fastq file, which was sequentially used as input for STAR aligner. Data were aligned to the *Mus musculus* (mm10) genome and annotated using USCS mm10 gene annotation. The tagged cell barcode and UMI information was mapped again into aligned/annotated sequences, followed by bead synthesis error correction and digital gene expression extraction (DGE). Only cells which showed at least 5000 reads detection were included by setting NUM_CORE_BARCODES = 5000 in DGE extraction step. The extracted cells-by-genes digital gene expression matrix was further analyzed using Seurat (https://github.com/satijalab/seurat or https://satijalab.org/seurat).^28^

### Clustering and visualization using seurat

To generate merged dataset of colon phagocytes of SPF and GF, each matrix was first loaded and used to establish individual Seurat objects in which only cells to express at least 200 genes and only genes to be detected in at least three cells were included. The two objects were merged using MergeSeurat function and the cells with lower than 200 or more than 2500 genes detected were filtered out, finally leaving 4681 cells of SPF and 4718 cells of GF. The merged object was log-normalized to scale.factor = 10,000, used to determine variable genes with low, high cutoff of x (0.0125, 3) and y.cutoff (0.5), resulting in 1688 variable genes, and regressed to nUMI. Then, principal component analysis (PCA) over the list of variable genes was performed. The first 11 PCs selected based on the inflation point of PCElbow and JackStraw plot were used for both clustering and t-stochastic neighboring embedding (t-SNE) for visualization. We performed FindClusters within Seurat with a resolution of 1.2 and RunTSNE to identify 13 clusters of colon phagocytes. Finding positive cluster markers for every cluster compared to all remaining clusters or differentially expressed genes (DEGs) of between specified clusters were calculated using “FindAllMarkers” or “FindMarker” functions, respectively, by Wilcoxon rank sum test (default). To identify a cell type of each cluster, we used Immunological Genome database (ImmGen, https://www.immgen.org)^30^ based on the top 50 genes of each cluster. The expression pattern of a list of gene set was tested on ‘MyGeneset’ menu with the selection of the indicated populations of Microarray V1 database on the figure and the results were displayed as heatmap (Supplementary Fig. 1a). To maximize the visualization of DEGs in between clusters, we used AverageExpression function within Seurat (Fig. 2d, Supplementary Figs. 2b, 3c, and 5e).

### Gene network and functional annotation

DEGs were calculated in between SPF and GF macrophage and the list of the genes were used as an input of string (https://string-db.org/) to extract the gene-gene interaction information, which were subsequently put into Cytoscape 3.7.1 to build a gene network and to further analyze. The gene network was visualized in prefuse_force_directed_layout by combined_score and grouped by Reactome cluster plug-in into five sub-modules (>35 genes), whose genes were again used as an input to string to find out functional profiles (GO and KEGG). For functional profiling of gene sets in other section of this paper, clusterProfiler^68^ or gProfiler R packages were used.

### Pseudo-time trajectory analysis using Monocle2

To analyze a potential trajectory of macrophage subsets, we decided to use Monocle2 package.^42,43^ The identified macrophage datasets (cluster 1, 2, 3, 4, 6, 7, and 11) were separated from total merged data. To directly inherit all the features determined by Seurat into Monocle2, we followed next steps: filter out cells with low number of genes detected (only cells with nGene > 500 remained); Raw data from the filtered Seurat object were used as input of expression matrix; cell.id (cell barcode), cell.ident (Seurat cluster) and orig.ident (SPF or GF) were inherited and reconstructed as phenoData; gene_short_name (matrix row names) and total reads of each gene (row sum of matrix) were also exported from the macrophage Seurat object and reconstructed as featureData. These components (expression matrix, phenoData and featureData) inherited from the filtered Seurat object were used as input to generate new Monocle object. Sizefactors, dispersions and total mRNA counts were calculated and stored in the object. Only genes detected higher than threshold (0.1) and cells in which total mRNA is more than 2280 or <596 genes were remained. Dispersion table of expressed genes was generated, and 839 ordering genes were selected from the table by sub-setting with the parameters of mean_expression > 0.11 and dispersion_empirical > 1 * dispersion_fit. The dimensionality of the data was reduced to two dimensions with log normalization and DDRTree method, and then, order of cells was determined. The bifurcation of gene expression along two branches centered around the branching point 2 was tested with default setting (Fig. S3E). Genes were hierarchically clustered into four clusters by ward.D2 method.

### Inference of regulons and their activities using SCENIC

To construct ﻿GRNs, we used a modified version of the SCENIC (Single-Cell rEgulatory Network Inference).^45^ We pooled data from every 20 cells randomly selected within each cluster and then applied SCENIC to the average gene expression profile of the pooled data.^46^ This simple modification, called Avg20 as in Suo et al., effectively increases the data quality as well as reduces the computational burden in the downstream analyses. SCENIC calculates RAS in each single cell by summing up the area under the recovery curve. ﻿To quantify the cell-type specificity of a regulon, we calculated Regulon Specificity Score (RSS) and ﻿Jensen-Shannon Divergence (JSD) derived entropy-based measure as previously defined.^69^ ﻿Regulon modules were identified based on the Connection Specificity Index (CSI),^47^ which is based on ﻿Pearson correlation coefficient (PCC) of activity scores to identify the associated regulons. Sankey plots have been generated using pySankey package (version 0.0.1) under Python 3.7.1. The connections between levels (all cell clusters vs motif group M1-M3 or MP clusters vs motif sub-group sm1-3) were determined by the number of cells in each cluster with the motif group having AUCZ above the cutoff of 2.0.

### Dextran and ovalbumin uptake in vivo assay and imaging

Fluorescence-conjugated 10kD or 70kD Dextran, or ovalbumin (ThermoFisher) were used for the histochemical evaluation of vascular permeability and intake activity of perivascular cells. 30 min. prior to harvest, isoflurane-anesthetized C57BL/6, CD11c-eYFP or CD11c-eYFP-CCR2-mRFP mice were intravenously injected with 0.1 ml of 5 mg/ml or 1 mg/ml solution of dextran or ovalbumin, respectively. 5 min. prior to harvest, mice were injected i.v. with 0.1 ml DyLight 594-labeled TomL, tomato lectin (Vector Labs). For FACs analysis, mice were sacrificed, and colon tissues were collected for immune cell isolation as described below. Deeply anesthetized mice were perfused with saline followed by ice-cold 4% PFA. Colons were removed, post-fixed for 2 h at RT, followed by 30% sucrose PBS for 24 h and embedded in OCT compound (Tissue-Tek) for freezing. Frozen tissue was sliced into 10-μm-thick sections and kept on −80 °C. Slide was dried at RT sufficiently, mark the barrier around the tissue using hydrophobic barrier pen (Super^HT^) and then, rehydrated, blocked with 10% rabbit or goat serum in 0.1% Tween-20/PBS (PBST), depending on the isotype of 2nd antibodies used, at room temperature (RT) for 1 h. Antigen retrieval was performed using antigen retrieval reagent (Dako) before serum blocking, if required. Staining of pure-form or fluorescence-conjugated primary antibodies was performed by 1:100 or 1:200 ratio in 1% rabbit or goat serum in 0.1% PBST for 24 h at 4 C followed by three rounds of strict washing with 0.1% PBST, each for at least 30 min. Samples were then treated with fluorescence-conjugated 2nd antibodies in 1:1000 ratio in 1% proper serum in 0.1% PBST for 1 h at RT. Nuclei were stained with 4′,6-diamidin-2-fenilindolo (DAPI). These are the antibodies used for imaging: CD169-Alexa647 (clone 3D6.112, Biolegend), LYVE-1-AF700 (clone ALY7, Novus Biologicals), CD121b (Goat IgG polyclonal, Invitrogen), F4/80 (clone CI:A3-1, Abcam), Goat anti-rat IgG-Alexa647 and Rabbit anti-goat IgG-Alexa568 (Invitrogen, Molecular Probes). Images were acquired using a Leica TCS SP5/SP8 microscope (Leica Microsystems, Mannheim, Germany) using a X20 or X40 objective, zoom X1 and processed with Imaris software 9.0.0 (Bitplane AG, Zurich Switzerland). For the quantification of fluorescence intensity from acquired images, Fiji (image J) was used.

### Bone-marrow chimeric mice

B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ (CD45.1) mice at 8–10 weeks of age were irradiated with two split doses of 450 cGy from a 137Cs source with a 4-h interval, followed by BM cell transfer within 24 h of the second irradiation. BM cells was flushed from the tibias and femurs of CD45.12 (wild type) and *Mrc1*^−/−^ mice. A single-cell suspension of BM cells was suspended in ACK lysis buffer to remove red blood cells, filtered through 40-µm cell strainers and incubated for 5 min. at RT and washed thoroughly with 10% FBS-containing PBS twice. Cell number was counted using Cellometer auto 1000 (Nexcelom). Mixed BM cells (3.0 × 10^6^) at a ratio of 1:1 of wild-type and knockout were prepared in a volume of 200 μl of PBS and then, injected intravenously into the lateral tail vein of the irradiated recipients. At 8-9 weeks of post transplantation, the chimeras were subjected to Dextran uptake in vivo assay and analyzed by flow cytometry.

### Statistics analysis

Significant differences in the number of genes detected were analyzed with Wilcoxon matched-pairs rank sum test, meeting distribution assumption with statistical significance accepted when *p* < 0.05. Data generated from flow cytometry were analyzed using GraphPad Prism software (version 7; GraphPad Software, La Jolla, CA) statistically. A dot in graphs indicates percentage or absolute number of cells from individual organism and an error-bar represents the mean values ± SEM. Data comparison was done using an unpaired *t* test if not indicated, and *p* value < 0.05 was considered significant.

## Supplementary information

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus,^70^ and are accessible through GEO Series accession number GSE137927 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137927).

# Supplementary material for: Commensal microbiota drive the functional diversification of colon macrophages
**Source:** Mucosal Immunol. 2019 Nov 26;13(2):216–29. doi: 10.1038/s41385-019-0228-3

## Supplementary Figure Legends

### Supplementary Fig. 1. Identification of cell clusters, and cell types within each cluster.

**(a)** Brief summary of experiments and data analysis scheme and **(b)** gating strategy for FACs sorting. **(c)** Identification of cell type using reference dataset. Heatmap shows the pattern of top50 differentially expressed genes from each cluster of scRNA-seq within ImmGen database. NKT: natural killer T cells, NK: natural killer, DCs: dendritic cells, MPs: macrophages, Mono: monocytes, Gran: granulocytes.

### Supplementary Fig. 2. Differentially expressed genes (DEGs) between SPF and GF colon

**MPs.** **(a)** Network of genes differentially expressed between SPF and GF colon MPs regardless of clusters. Genes, which are increased (red) or decreased (gray) by the presence of microbiota, are sub-grouped into 5 modules with distinct gene functional profiles. **(b)** Heatmap displays the expression pattern of the 5 gene modules defined from the gene network analysis within major SPF and GF colon MP clusters.

### Supplementary Fig. 3. DEGs between clusters and the gene functional annotation.

**(a, b)** Volcanoplots on the left display **a**, DEGs of C2 versus all other MPs (C1, C3, C4, C6, C7 and C11) and **b**, DEGs of C6 versus C4. Genes in red ( $\log\text{FoldChange} > 0.5$ ,  $\text{adj. } p < 0.05$  for **a**;  $\log\text{FoldChange} > 0.6$ ,  $\text{adj. } p < 0.05$  for **b**) of volcanoplots are further used in the heatmap (middle) for visualization and the table of functional annotation on the right. **(c)** Expression pattern of a set of genes reported to be down-regulated in colon MPs from CD11c-Cre-*Tgfbri*<sup>fl/fl</sup> mice compared

with *Tgfbri*<sup>fl/fl</sup> mice during the transition from monocyte to mature MPs is examined throughout the colon MP clusters identified from the scRNA-seq.

**Supplementary Fig. 4. Capacity to take up blood-born antigens is acquired during local MP maturation.** C57BL/6, CD11c-eYFP or CD11c-eYFP-CCR2-mRFP double reporter mice were injected intravenously with 10kD dextran or fluorescence-conjugated ovalbumin (Ova) and sacrificed in 30 min. **(a)** Summary of median fluorescence intensity (MFI) of dextran taken up by P1-P3 colon monocytes/macrophages. Representative result from two independent experiments. **(b)** Confocal images of colon from CD11c-eYFP-CCR2-mRFP double reporter mice intravenously injected with 10kD dextran. The selected areas display CD11c<sup>+</sup>, CCR2<sup>+</sup> or CD11c<sup>+</sup>CCR2<sup>+</sup> double positive cells from the lamina propria. Scale bar, 50mm and 7 mm. **(c)** Representative confocal images of CD169<sup>+</sup> and CD11c<sup>+</sup> cells in lamina propria. C57BL/6 (left panel) and CD11c-eYFP (right panel) mice intravenously injected with Ova. **(d)** Summary of median fluorescence intensity (MFI) of dextran taken up by P1-P3 monocytes/macrophages. **(e)** Representative summary of MFI of engulfed ovalbumin from 3 colon MP subsets (out of 3 independent experiments).

**Supplementary Fig. 5. Gating strategy and bulk RNA sequencing of colon MPs confirms scRNA-seq results for clusters 1, 4, and 6.** **(a)** Gating strategy of colon MPs (CD45<sup>+</sup>Lin<sup>-</sup>MHCII<sup>hi</sup>CD11b<sup>+</sup>CD64<sup>+</sup>), DCs (CD45<sup>+</sup>Lin<sup>-</sup>MHCII<sup>hi</sup>CD11b<sup>+</sup>CD64<sup>-</sup>) and **(b-c)** for P1-P8 subsets of colon monocyte/macrophages. **(d-e)** Featureplot and dotplot displaying the expression of *Mrc1* and *Lyve1*. The dot size and color represent the percentage of target gene-expressing cells and the scaled expression level of the gene, respectively. **(f)** Localization of LYVE1-positive colon MP.

Longitudinal section of colon on the upper left panel (scale bar, 100µm) and close-up view of the selected area (red-boxed) on the upper right and lower panels (scale bar, 15µm). LYVE1 (cyan), F4/80 (yellow), and TomL (blood vessels, red). White arrows indicate LYVE1<sup>+</sup>F4/80<sup>+</sup> cells. **(g)** Top20 DEGs (cluster markers displayed in averaged expression value) of clusters 1, 4, and 6 from scRNA-seq data are displayed as heatmap and **(h)** the expression of the same genes (top20 cluster markers of cluster 1, 4 and 6) is tested in the results of bulk RNA-seq from CD11c<sup>-</sup>CD9<sup>lo/neg</sup>CD206<sup>int</sup>CCR2<sup>+</sup> (P3: red), CD11c<sup>+</sup>CD9<sup>hi</sup>CD206<sup>int</sup>CD121b<sup>+</sup> (P6: green) and CD11c<sup>-</sup>CD9<sup>int</sup>CD206<sup>hi</sup>LYVE1<sup>-</sup> (P7: blue) cells of SPF and GF colon. Gene names are listed on the right side of the graph and the top color bar of each subset is matched with the highlights in PCA plot of main figure 4c.

**Supplementary Fig. 6. Gene expression and regulon activity at branch-point 2.** Expression of target genes of the selected regulons (*Crem* and *Prdm1* (sm1), *Jund* and *Spic* (sm2), and *Atf4*, *Egr2* and *Mafk* (sm3)) at branching point 2 of trajectory. Based on the pattern of expression, genes were divided into 4 modules in the heatmap (middle). Sankey plot on the far left displays how each transcription factor is connected to and potentially regulates the gene modules which fluctuate along the pseudo-time into two different branches. The list of genes in each module and their functional GO terms (right panel) are shown on the far right: gene module 1 and 4 is increased in cell fate 1 (red) whereas gene module 2 and 3 is increased in cell fate 2 (blue).

**Supplementary Fig. 7. Long-lived TIM4<sup>+</sup>CD4<sup>+</sup> cells are of multiple MP populations.**

**(a-b)** Featureplot and dotplot showing the scaled expression of *Cd4* (CD4) and *Timd4* (TIM4). Featureplot shows the location of positive cells within tSNE coordinate, and in the dotplot, the dot

size and color represent the percentage of positive cells within each cluster and the level of gene expression, respectively. **(c)** Gating strategy of colon MPs and DCs. Surface expression of CD206 and CD11c was evaluated in TIM4<sup>-</sup>CD4<sup>-</sup>, TIM4<sup>-</sup>CD4<sup>+</sup> and TIM4<sup>+</sup>CD4<sup>+</sup> sub-populations of colon MPs (CD64<sup>+</sup>) by flow cytometry.

Supplementary Fig. 1

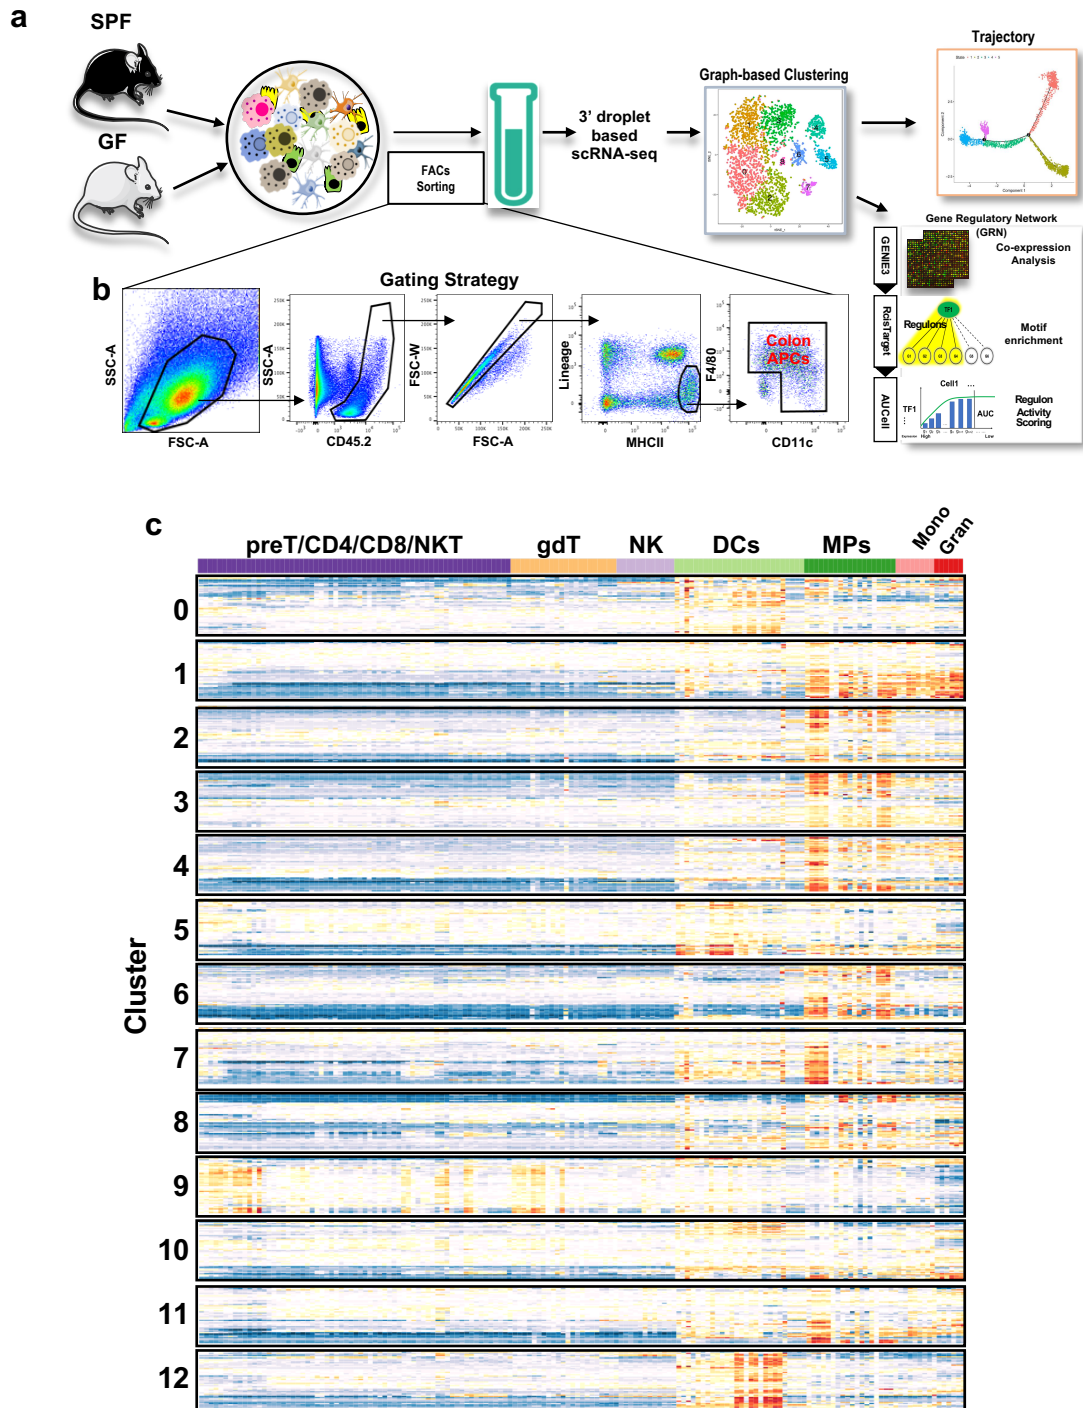

Supplementary Fig. 2

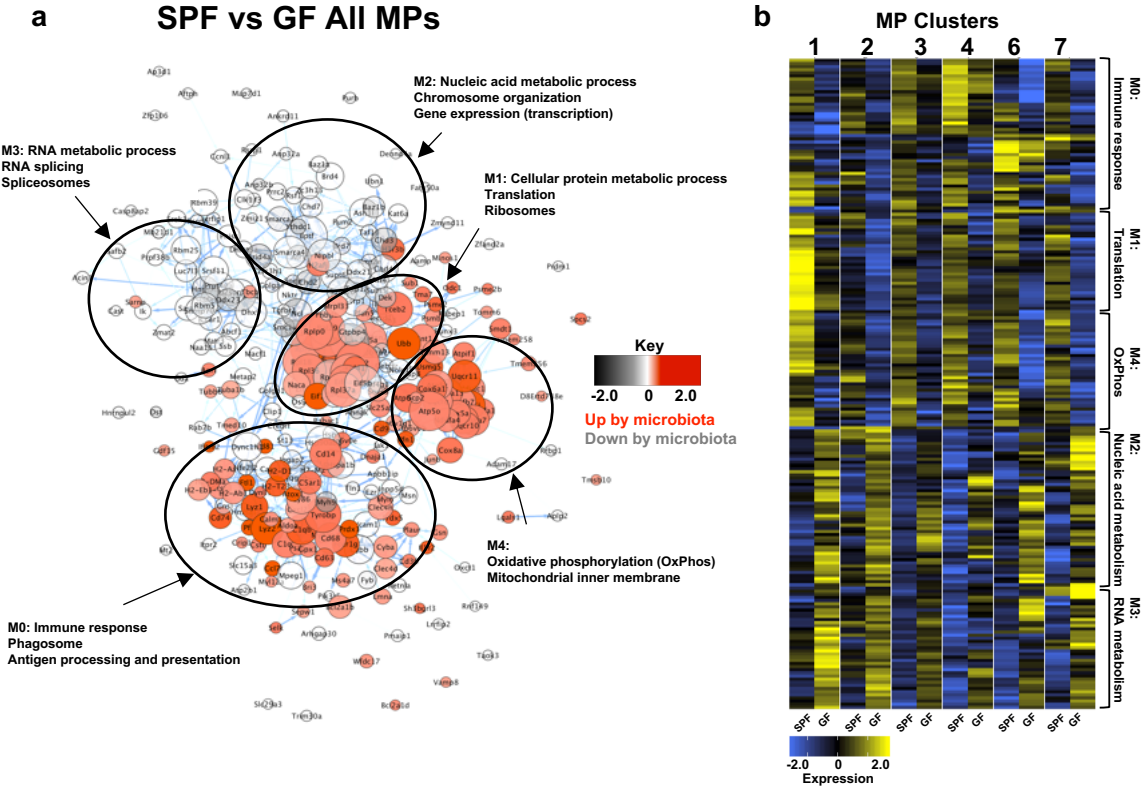

### Supplementary Fig. 3

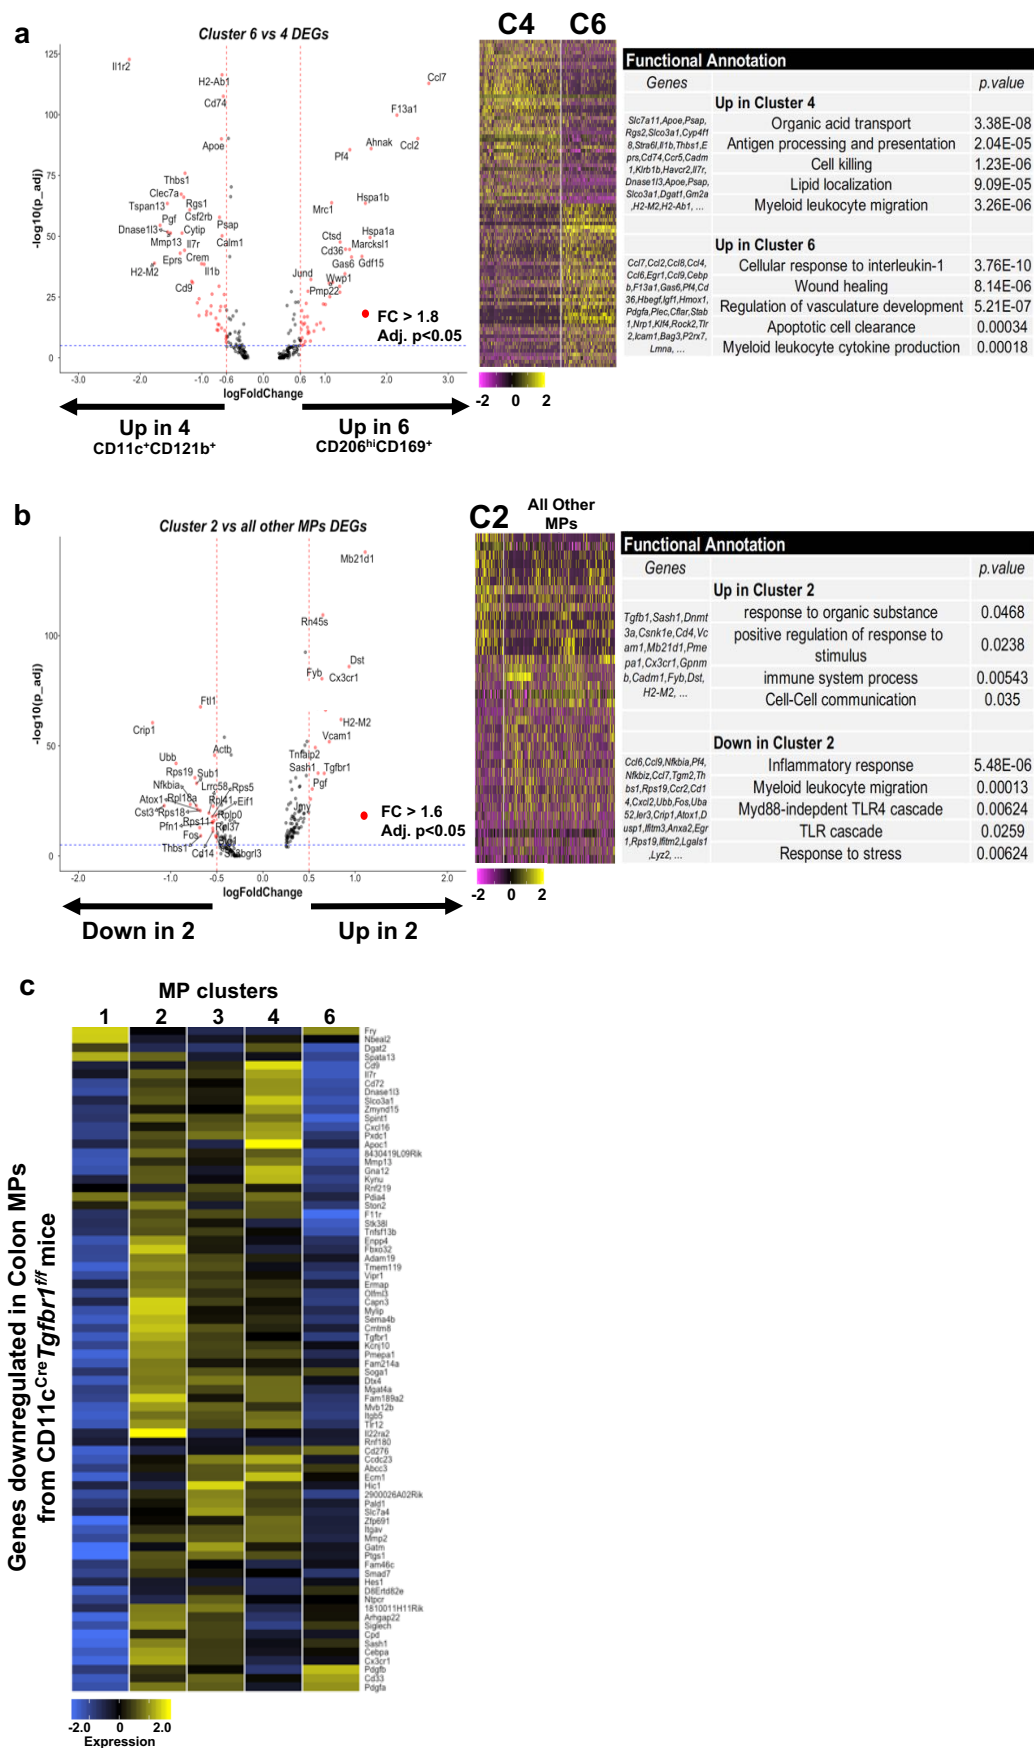

Supplementary Fig. 4

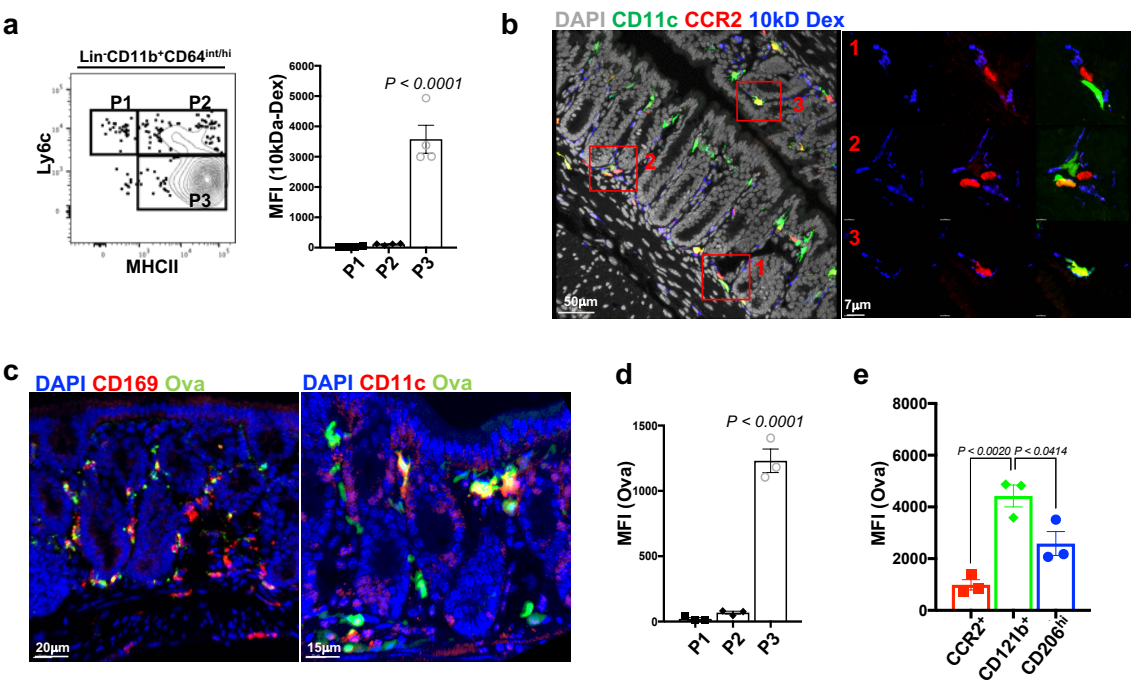

Supplementary Fig. 5

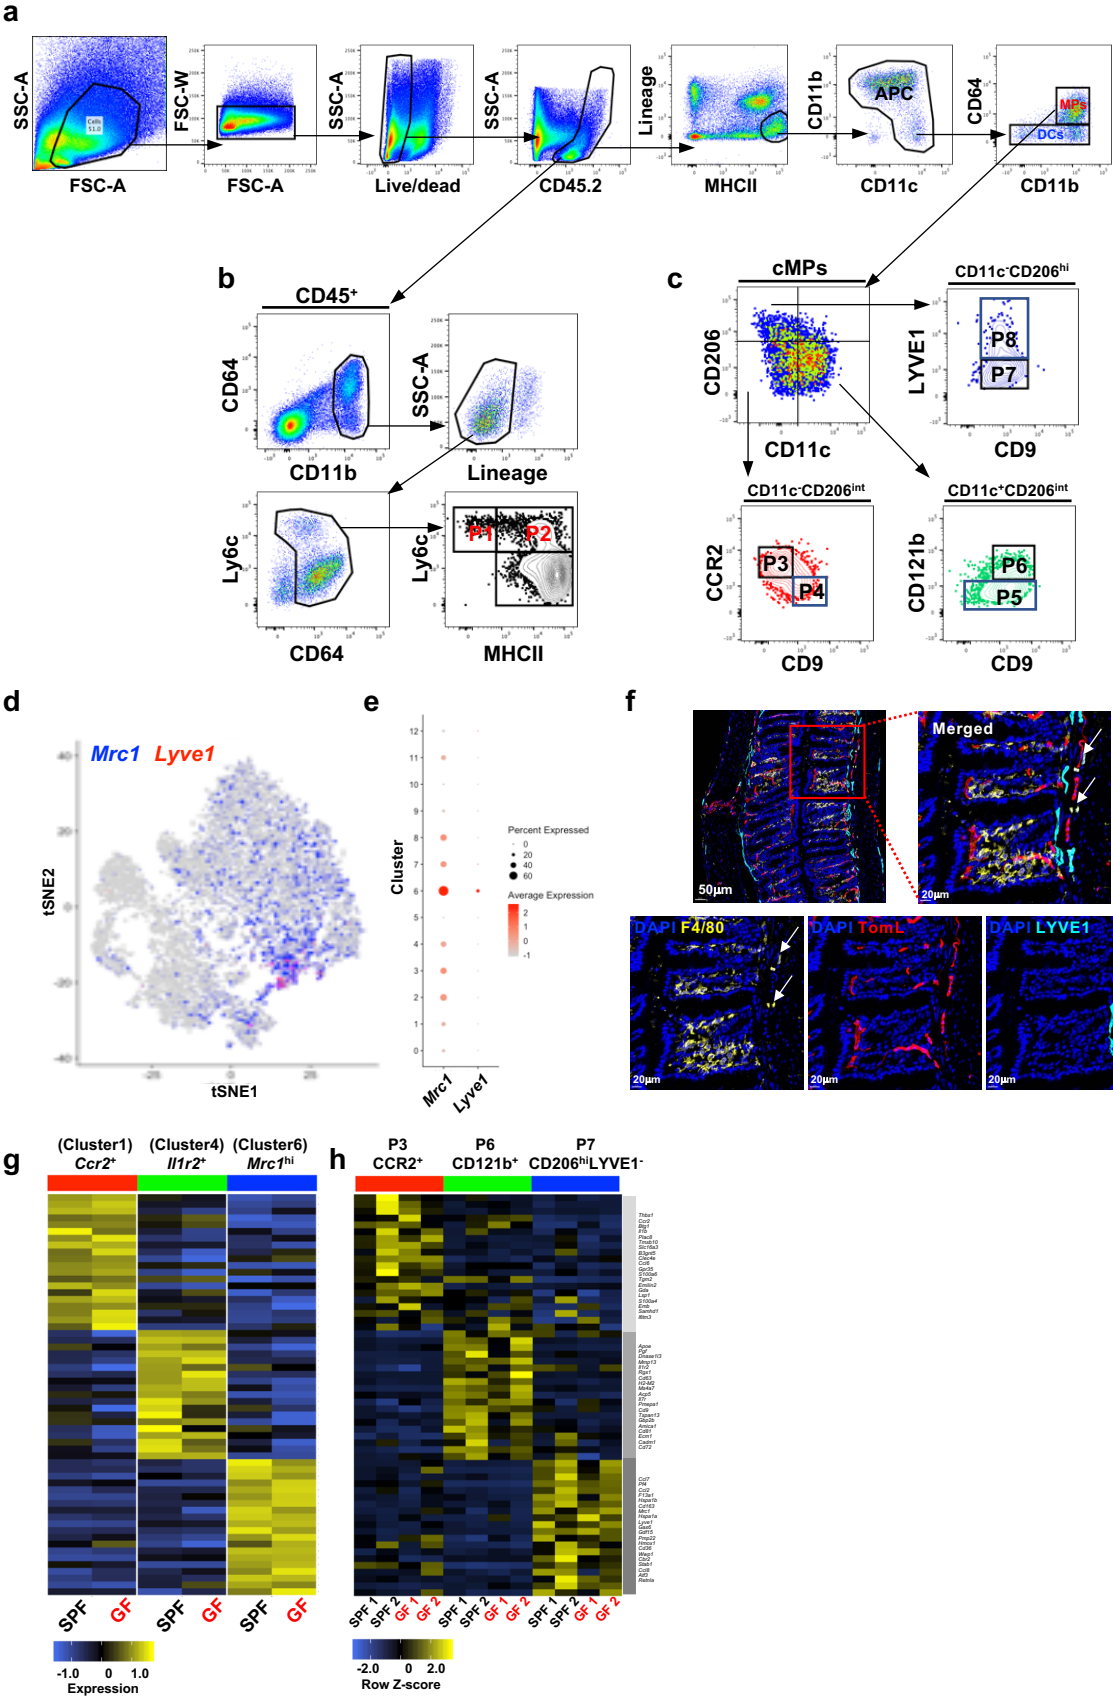

### Supplementary Fig. 6

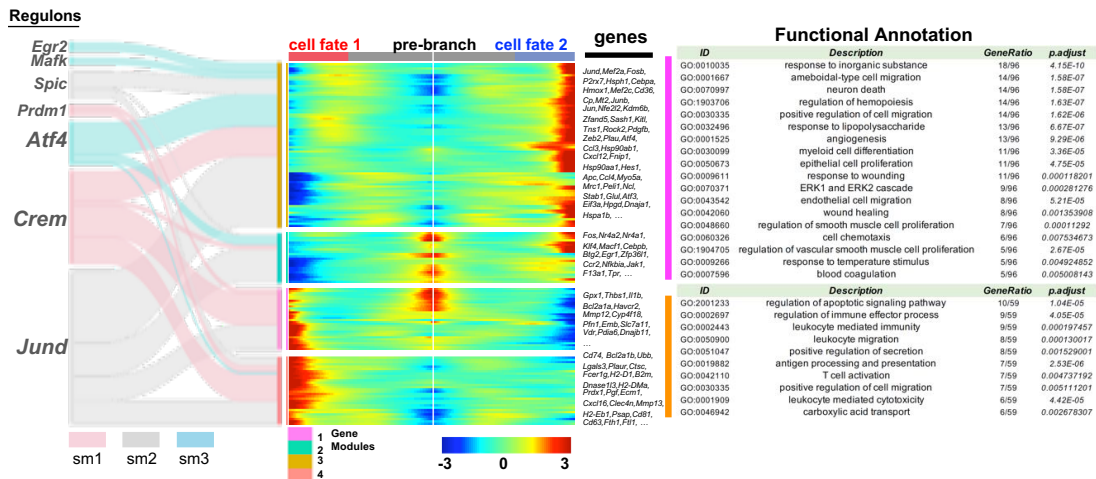

Supplementary Fig. 7

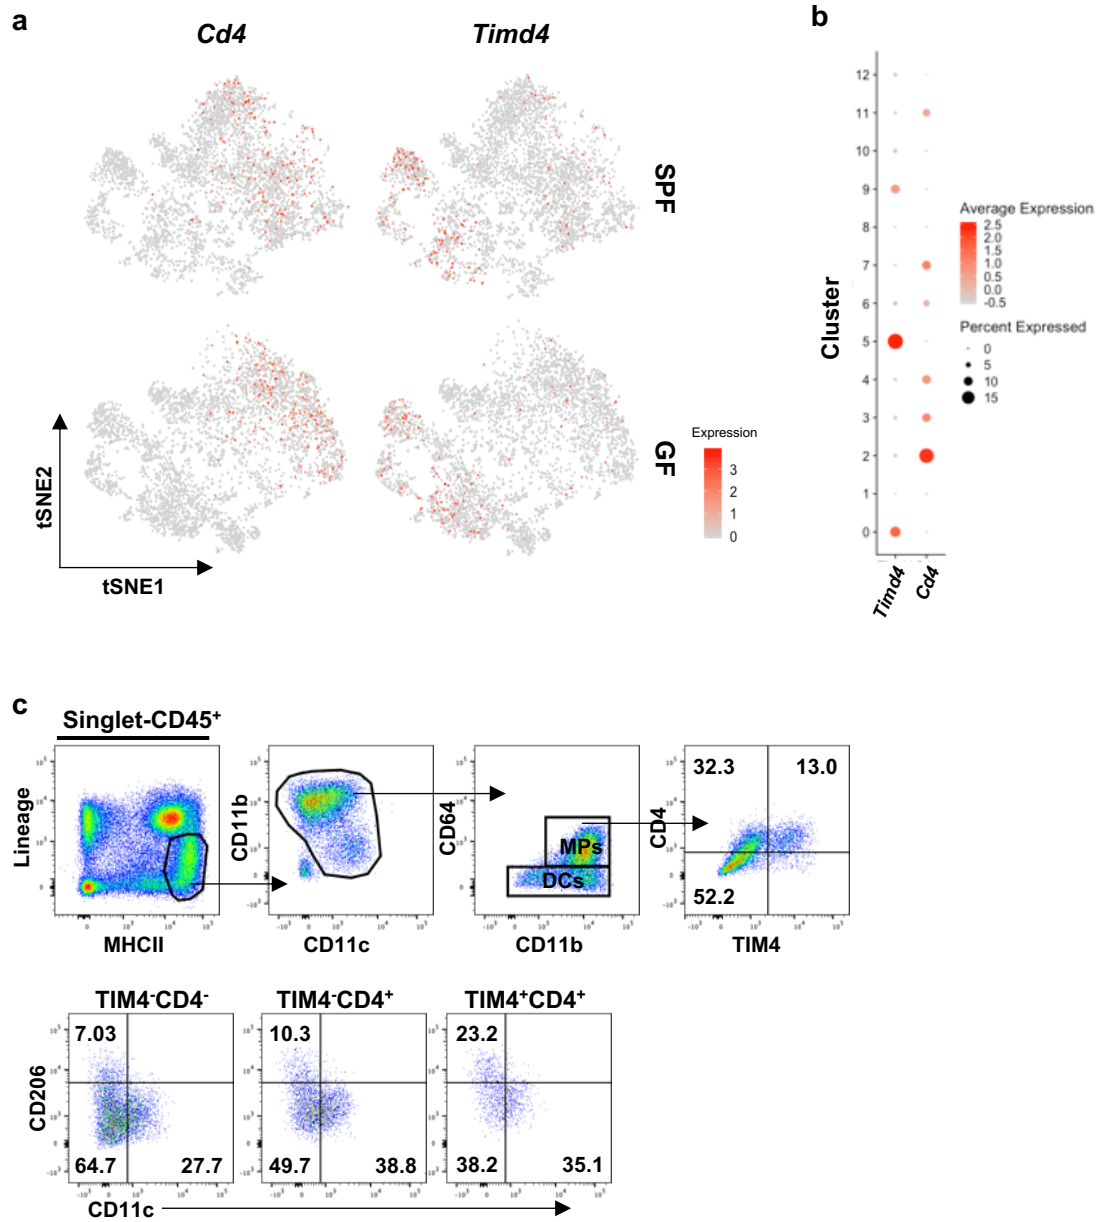

**Supplement:** Supplementary file 1 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

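The data were 2 Drop-seq libraries of Lin-MHCII hi colon cells, 1 from SPF and 1 from GF mice with 10 to 15 mice pooled in each, and 32 bulk RNA-seq libraries of 8 sorted subsets (P1 to P8), 2 replicates per subset and housing condition. For the single-cell data, the authors aligned reads to mm10, collapsed them by UMI and deposited UMI counts for 5000 core barcodes per library, with no normalization. For the bulk data, the authors deposited TPM values, with expression normalized per transcript and no read counts. Every bulk library has the same total, and the table lists 0 transcripts of the mitochondrial chromosome, so some transcripts were left out before deposition. How this was done is not stated.

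Single-cell counts were processed in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5) and R 4.3.3 (Seurat 5.3.0, Matrix 1.6.5). Genes seen in at least 3 cells of a library and cells with 200 to 2500 genes were kept. Variable genes had a mean between 0.0125 and 3 and a dispersion over 0.5. Clusters came from 11 principal components, 30 neighbours and a resolution of 1.2. Leading genes of a cluster were ranked by the log2 ratio of CPM, with 5 CPM added, against all other cells among genes seen in at least 10% of its cells. The name came from the list with the most markers among the 50 leading genes. It needed at least 3 markers, the right class, and no other list with more markers in the top 10, and clusters without these stayed unnamed. The markers were *Ccl17, Cd209a, Ccr7, Tnip3* and *Arap2* for cluster 0, *Thbs1, Ccr2, Tgm2, Emilin2* and *Ifi27l2a* for cluster 1, and *Dst, Dnmt3a, Mb21d1, Cx3cr1, H2-M2* and *Vcam1* for cluster 2. They were *Apoe, Ms4a7, Cd63, Vcam1* and *Hpgds* for cluster 3, *Pgf, Mmp13, Dnase1l3, Acp5, Il1r2* and *H2-M2* for cluster 4, and *Ifi205, Ppt1, Irf8, Wdfy4, Naaa* and *Xcr1* for cluster 5. For cluster 6 they were *Ccl7, Ccl2, F13a1, Pf4, Cd163* and *Mrc1*, for cluster 7 *Hspa1a, Hes1, Hspa1b, Ccl4* and *Jun*, for cluster 9 *Top2a, Mki67* and *Smc2*, and for cluster 11 *Ifit2, Ifit1, Rsad2, Isg15* and *Cxcl9*. Stroma-like and epithelium-like clusters were named from the stroma and epithelium lists given below.

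Gene comparisons between clusters used 30% of the UMIs, held out from the clustering, within each library. Genes on the marker lists helped to name the clusters, which favours their direction in these comparisons even in held-out UMIs. With 1 library per condition, no test was made across mice, and intervals are exact 95% intervals for counts. At the depth of these libraries a gene with few UMIs gives a wide interval, and ratios that rest on fewer than 20 UMIs are given with their counts or intervals. Doublets were sought with the Scrublet method in scanpy, whose automatic threshold called 1 cell per library, so the 5% of cells with the highest scores (294 SPF and 297 GF cells) were removed as an alternative. Thinning to 300 UMIs kept 4895 SPF and 4748 GF cells. The gene set comparison was checked on simulated libraries, where a set shifted by a log2 ratio of 0.5 returned 0.46.

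Bulk values were summed per gene and analysed with limma 3.58.1 on log2(TPM + 1). Genes needed at least 5 TPM in at least 2 libraries. Called genes had an adjusted p under 0.05. Gene sets were tested with camera (correlation 0.01) and fry. By the run codes in the labels, a replicate number marks a sequencing run in both housing conditions. Libraries of the same number deviated together from their group means, with correlations of 0.12 to 0.30 between subsets in SPF and 0.056 to 0.31 in GF. Between an SPF and a GF group they were −0.019 to 0.17 (median 0.060), and 16 of 64 exceeded 0.1. Replicate number was tried as a block, and a block shared by both housing conditions rests on the run codes. Simulated changes of log2 2 were recovered in 83% of genes for P5 and P6 against P7 and P8, 41.5% for P6 against P7, 95.5% for P1 and P2 against P4 to P8, and 79% for P8 against P4 to P7. The simulated libraries were drawn independently, without shared deviations of a replicate number. Because TPM holds no depth, counting error of the bulk libraries could not be computed.

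The genes named in the text are those the paper names for a comparison, the sorting genes, the transcription factors named as regulators of clusters 2, 4, 6 and 7, and check genes for sex, substrain and RNA quality (*Nnt, Xist, Ddx3y, Uty, Kdm5d, Eif2s3y, Malat1, Neat1* and *Rn45s*). To these were added the 5 genes with the largest change in each direction. In bulk data these were called genes whose groups do not overlap, and in single-cell data genes with at least 50 held-out UMIs in each library and the same direction in both. Some genes that these rules or the marker lists cover are not reported here.

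The marker lists for other cell types were B and plasma cells (*Igkc, Ighm, Jchain, Cd79a, Ms4a1*), T cells (*Cd3e, Cd3d, Cd3g, Trbc2, Trac*), epithelium (*Epcam, Krt8, Krt18, Krt19, Krt20, Phgr1*), stroma (*Col1a1, Col1a2, Col3a1, Dcn, Mgp*), endothelium (*Pecam1, Cdh5, Kdr, Plvap*), neutrophils (*S100a8, S100a9, Retnlg, Cxcr2*) and mast cells (*Cpa3, Tpsb2, Cma1, Mcpt4*).

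Single-cell alternatives were the resolution, the number of components, no regression of UMI number, integration, at least 500 genes per cell, thinning, another seed, clustering without genes that differ between the libraries, other splits of the UMIs, and all UMIs. Bulk alternatives were pseudocounts of 0.1 and 5, a TPM minimum of 1, no filter, quantile and median-ratio scaling, the replicate block, only the compared libraries fitted, and each library left out. Alternatives added later are named in the closing section. Monocle and SCENIC were not run, so branch points and regulon activity were not analysed here. Flow cytometry and imaging were not analysed here.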

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

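The test of plasma-cell RNA was chosen after the result was seen, and the other results here have no test of their own beyond the comparisons named.

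Within groups of 4 libraries of a subset, a library was set apart when its gap to the nearest other was large against the range of the group (Dixon's test). Of 39 groups tested, 5 had such a library. Where the others are at 0, any value above 0 is set apart, so this count has no chance rate to be held against. SPF P7 replicate 2 had 10861 genes above 0, against 11612 to 11714 in the other P7 libraries. On the log2(TPM + 1) scale, *Timd4* stood at 1.59 in SPF P3 replicate 2 (the others at 0) and at 3.06 in GF P6 replicate 2 (the others at 4.33 to 4.48). *Cd4* stood at 2.65 in SPF P3 replicate 2 (the others at 0 to 0.051) and at 0.028 in GF P1 replicate 2 (the others at 0). The *Timd4* and *Cd4* values of SPF P3 replicate 2 lie together in 1 library. Mature cells in that sort, a misplaced gate and a difference between mice were not tested.

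In the comparison of SPF with GF over P3 to P8, which the paper does not report for the bulk libraries, limma called 7 genes, all at an adjusted p of 0.0385. The log2 differences were 4.64 for *Jchain*, 2.88 for *Cxcl3*, 0.81 for *Prdx1*, −1.13 for *Mia2*, −1.82 for *Zfp825*, −1.93 for *Fam58b* and −2.13 for *Pigf*. *Jchain* averaged 215 TPM in SPF and 0.959 TPM in GF libraries. *Jchain* is a plasma-cell gene, and RNA carried over from plasma cells of SPF tissue is a candidate explanation. In the single-cell data, *Jchain* was also higher in SPF in stroma-like cells, 36.4 times (interval 6.26 to 1465, 54 against 1 UMIs). But DC-like cells held 3686 of the 4586 *Jchain* UMIs of the SPF library, at 3568 CPM against 567 in stroma-like and 314 in MP-like cells. Plasma cells and DC-like cells as the source therefore cannot be told apart, and transcription of *Jchain* in MPs stays open. For the other 6 genes no explanation was tested, and housing and collection stay open.

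With SPF and GF as the only groups in the fit, 5 genes were called, and no other random split gave as many (1 of 100 splits, the real one included). Splits that follow the collections gave more, 739 genes for replicate 1 against replicate 2 and 116 for SPF replicate 1 with GF replicate 2 against the rest. Housing parts the 4 collections 2 against 2, so chance cannot be excluded. With the replicate block the count was 503. With means of each collection as replicates, 2 against 2, limma called 1 gene (257 at an unadjusted p under 0.05), a setting chosen after the data were seen.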

How the results depend on the processing

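The doublet removal, the random draws of genes left out, the order without the unnamed cluster, the classes without unnamed clusters, the block within SPF and within GF, the highest transcript, the collection means and the removal of replicate means were chosen after the data were seen, and the other settings were planned.

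Of 1170 planned comparisons of named bulk genes, 1113 kept direction and side of the threshold, 47 lost and 2 gained the call, and 8 moved. Of 318 planned values for named single-cell genes, 234 stayed within their interval, 83 moved and 1 reversed. *Mb21d1* in cluster 2-like against other MP-like GF cells went from 1.33 to 0.971 with another random split. With doublets removed, *Ftl1* in the same GF comparison went from 0.853 to 1.05 and *Itgax* in DC-like against MP-like GF cells from 0.782 to 1.17. The cause was not tested. Removing the doublets that Scrublet itself called was not run as planned, because it called 1 cell per library.

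Shares of clusters from SPF moved as follows, and the cause was not tested. At a resolution of 0.8, cluster 1-like moved from 60.7 to 55.7% and cluster 2-like from 38.0 to 44.6%. At 1.6, cluster 2-like moved to 41.8%, cluster 3-like from 52.5 to 61.5% and cluster 4-like from 58.1 to 62.0%. With 20 components the shares were 55.6% (cluster 1-like), 23.0% (cluster 2-like), 63.2% (cluster 3-like) and 71.9% (cluster 4-like). Without the library-differing genes they were 56.7% (cluster 1-like), 61.7% (cluster 3-like), 49.3% (cluster 5-like, from 53.1%) and 51.0% (cluster 6-like, from 72.1%). Integration gave 49.5% for cluster 5-like and 66.7% for cluster 6-like. At least 500 genes per cell gave 33.4% (cluster 0-like), 50.4% (cluster 1-like), 49.1% (cluster 3-like), 54.4% (cluster 4-like), 45.3% (cluster 5-like), 39.8% (cluster 7-like) and 50.4% (cluster 9-like). Thinning gave 56.7% (cluster 1-like), 48.5% (cluster 3-like) and 61.1% (cluster 4-like). Another seed gave 49.6% (cluster 3-like) and 61.8% (cluster 4-like), and no regression gave 56.6% (cluster 3-like). With doublets removed they were 49.8% (cluster 3-like), 62.3% (cluster 4-like) and 48.5% (cluster 5-like). With as many genes left out at random, the first draw gave 48.2% (cluster 5-like). The next gave 42.5% (cluster 2-like), 56.9% (cluster 3-like) and 53.4% (cluster 4-like), and the last 54.8% (cluster 1-like), 45.9% (cluster 2-like), 54.1% (cluster 4-like) and 48.6% (cluster 5-like). No cluster 2-like cluster formed without the library-differing genes, at 500 genes per cell or without regression. The DC-like share of SPF moved from 27.9 to 26.6% without regression and 26.0% with doublets removed. Leaving unnamed clusters out of the classes kept it, at 28.6%, and the 6 set medians in MP-like cells within their spread.

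In the pseudotime order, *Ccr2* moved from 0.673 to 0.895 (over 300 genes) and 0.366 (unnamed cluster left out) in SPF, and from 0.679 to 0.280 (unnamed cluster left out) in GF. *Cd63* moved to 1.02 in SPF and 1.39 in GF with over 300 genes, and *Cx3cr1* to 2.25 in GF with the unnamed cluster left out. The cause was not tested.

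With the replicate block, limma called 433 genes for P6 against P7 and 503 for SPF against GF over P3 to P8. With the block within SPF and within GF, these were 608 and 699, and the counts were 1981 for P5 and P6 against P7 and P8 and 1546 for P8 against P4 to P7. With the block, fry called the ribosomal protein, oxidative phosphorylation, antigen presentation and immune defence sets between SPF and GF (fry adjusted p = 0.0014, 0.021, 0.031 and 0.021). Among named genes, the block gained a call for *Thbs1* in P6 against P7 and *Ubb* between SPF and GF, and it changed no other call of the subset comparisons or their gene sets by limma and camera.

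For SPF against GF over P3 to P8, the 7 genes called became 1 with a pseudocount of 0.1, 11 with a pseudocount of 5, 1 with a TPM minimum of 1, 0 with no filter, 3 after quantile normalization, 1 after median-ratio scaling, 0 with only the compared libraries fitted, and 1 with collection means. Leaving out libraries gave 0 to 46. Within P6, no filter and only the compared libraries each gave 1 gene, and leaving out libraries gave 0 to 1. Within P7, a pseudocount of 0.1 gave 2 genes, a TPM minimum of 1 gave 3, no filter gave 10, and leaving out libraries gave 0 to 17. The interaction gave 1 gene with a pseudocount of 5, 3 with a TPM minimum of 1, 12 with no filter, and 0 to 3 with libraries left out. For P6 against P7, libraries left out gave 104 to 316 genes, for P8 against P4 to P7 503 to 1073. The cause was not tested.

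PC1 held 15.3% (pseudocount 0.1), 22.5% (pseudocount 5), 16.5% (no filter), 16.0% (unit variance), 33.9% (500 most variable genes) and 20.5% (replicate means removed), and 18.8 to 27.8% without each replicate number. PC2 held 12.0, 16.7, 13.4, 14.0, 18.7 and 13.9% in the same order, and 14.7 to 16.8% without each replicate number. With unit variance, PC1 no longer parted P1 and P2 from P4 to P8, subset accounted for 43.9% of PC1 and 91.2% of PC2, and the other settings kept that separation. The cause was not tested.

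Among gene sets between SPF and GF in bulk, splicing (0.013) went to −0.013 with a pseudocount of 0.1 and −0.025 after median-ratio scaling, and from −0.049 to 0.077 with libraries left out. Chromatin organization ran from −0.011 to 0.174 with libraries left out. Immune defence was called at −0.217 after quantile normalization. The Supplementary Table 3 genes were those with a natural log fold change beyond 0.6. In P3, those higher in cluster 6 (−0.12) were at 0.17 without GF P3 replicate 1, and from −0.28 to 0.17 over all libraries left out. Those lower in cluster 6 (−0.05) were at 0.0144 without GF P6 replicate 2, 0.00929 without SPF P3 replicate 1 and 0.0124 without SPF P7 replicate 2, and from −0.26 to 0.0144 over all libraries left out.

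Depth limits the single-cell values of genes with few UMIs, such as *Ccl8* in GF, *Irf4* and *Mb21d1* in SPF.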

Differences from the paper's values

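No test in this part was chosen after the result was seen, apart from settings marked so.

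The share of cluster 2-like cells from SPF was 38.0%, and the paper's value is about 16% in Fig. 2c, read by eye. Of the alternatives set before the data were examined, 20 principal components gave 23.0% and fell within 1.5 times the paper's value. Resolutions of 0.8 and 1.6, integration, thinning and another seed did not, and the others gave no cluster 2-like cluster. PC1 held 18.5% of the variance, against the paper's about 35% in Fig. 4c, read by eye. The 500 most variable genes (33.9%) and leaving out replicate 2 (27.8%) fell within that range, and pseudocounts of 0.1 and 5, no filter, unit variance and leaving out replicate 1 did not. PC2 held 14.4%, against the paper's about 23% in Fig. 4c, read by eye. A pseudocount of 5, the 500 most variable genes and leaving out replicate 1 fell within that range, and a pseudocount of 0.1, no filter, unit variance and leaving out replicate 2 did not.

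Fold changes in Supplementary Table 3 were read as natural logs, since with all UMIs the values for cluster 6 against cluster 4 had a median ratio of 1.01 to the paper's on that scale. Supplementary Table 2 was read on the same scale, but this is not settled. The median ratio for cluster 2 was 0.483 with all UMIs and 0.611 with the held-out UMIs. The values below are natural logs of both libraries together, from the held-out UMIs. The paper's test took cells as replicates. For cluster 2-like against other MP-like cells they were −0.36 for *Ftl1* (the paper's −0.77), 0.62 for *Mb21d1* (the paper's 1.13), −0.47 for *Nfkbia* (the paper's −0.77), −0.37 for *Nfkbiz* (the paper's −0.56), 0.41 for *Rn45s* (the paper's 0.72), 0.82 for *Tgfbr1* (the paper's 0.57) and −0.30 for *Ubb* (the paper's −1.01). All UMIs, a 50 to 50 split and another random split left each of these 7 different from the paper's value. Within GF alone, *Ubb* had the opposite sign to the paper's, at 0.067, against −0.060 within SPF. With all UMIs it was 0.0023 in SPF and 0.036 in GF, and in the other splits it was negative in each library.

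For cluster 6-like against cluster 4-like cells, the values were 1.43 for *Ahnak* (the paper's 1.75), 0.96 for *Atf3* (the paper's 1.24), 2.15 for *Ccl2* (the paper's 2.505), 2.56 for *Ccl7* (the paper's 2.68), −0.40 for *Clec4n* (the paper's −0.48) and −1.11 for *Clec7a* (the paper's −1.33). They were −1.44 for *Il1r2* (the paper's −2.18), 1.42 for *Lyve1* (the paper's 1.64), −0.96 for *Mmp13* (the paper's −1.51), −0.97 for *Rgs1* (the paper's −1.29), 0.76 for *Stab1* (the paper's 1.08) and −1.12 for *Thbs1* (the paper's −1.27). With all UMIs, *Ahnak, Ccl2, Ccl7, Clec4n, Lyve1, Mmp13, Rgs1* and *Thbs1* no longer differed, and *Atf3, Clec7a, Il1r2* and *Stab1* did. Another random split closed the gap for *Ahnak, Atf3, Ccl7, Clec7a, Lyve1* and *Stab1* and not for the others. A 50 to 50 split closed it for *Lyve1* alone. All signs were the paper's.

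In directions, the paper gives *Cd9* and *Cd68* among genes that begin to be expressed between monocytes and mature subsets. Over its list of 5 genes, 3 were called lower in P1 and P2, and *Cd9* was not, with a log2 fold change of 0.31. Fig. 1c shows *Itgax* among DC signature genes, while Table 1 lists it for MP clusters 2, 3, 4 and 7. It was 0.923 times as high in DC-like as in MP-like cells in SPF and 0.782 times in GF. With the 5% of cells of highest doublet score removed, a setting chosen after the values were seen, it was 1.17 times as high in GF. The paper gives *Irf4* as a gene of DC2 against DC1, and in GF it had 7 UMIs in cluster 5-like and 14 in cluster 0-like cells (ratio 0.966, interval 0.330 to 2.56). The paper gives *Ccl8* as higher in cluster 6 than in cluster 4, and in GF it had 1 against 4 UMIs (ratio 0.687). The text cites Supplementary Tables 2 and 3 the other way around from their titles.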

Other observations

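Of the tests in this part, those of the cluster 2 gene list, the cell counts, *Mb21d1*, the share of females, the sequencing runs, the ribosomal protein collections, the scaling of higher and lower calls, and the mast-cell, neutrophil and epithelium genes were chosen after the result was seen.

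The SPF and GF single-cell libraries differ in every cell type examined. All 6 gene sets had the same sign in DC-like as in MP-like cells. In stroma-like cells the medians were 0.51 for ribosomal proteins, 0.56 for oxidative phosphorylation and −0.42 for chromatin organization. Antigen presentation and immune defence were at 1.10 (8 genes) and 1.05 (3 genes) in stroma-like and 1.498 and 1.501 (13 genes each) in epithelium-like cells, larger than in MP-like cells. Splicing there lay within its random lists, at −0.13 (percentile 23) and −0.088 (percentile 48.4). A difference between the libraries as a whole, in RNA quality, capture or priming, is consistent with the signs in DC-like cells, but the sizes were not the same in all cell types. An effect of the microbiota on all of these cell types stays open, because housing and library are the same split. A male pool set against a female one is argued against by *Xist*, at 0.728 times in SPF (interval 0.689 to 0.768). A smaller share of females in the SPF pool stays open, since *Xist* was lower in SPF in MP-like (0.702 times) and DC-like cells (0.733 times). It was not detectably lower in stroma-like (1.31 times, interval 0.840 to 2.07) or epithelium-like cells (0.959 times, 0.664 to 1.40). The stroma-like interval does not reach the ratio of MP-like or DC-like cells, which argues against this share as the only cause. The Y-linked genes had too few UMIs to exclude it, *Ddx3y* (9 in each), *Uty* (10 and 7), *Kdm5d* (0 and 6) and *Eif2s3y* (0 in both). A substrain without *Nnt* is argued against by a ratio of 1.03 (57 and 55 UMIs). *Malat1* was 1.43 times and *Neat1* 0.600 times as high in SPF, and *Rn45s* was 3.79 times higher in GF. Barcodes that end in N, 236 in SPF and 908 in GF, also differed.

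The excess of cluster 2-like cells in GF cannot be told apart from a difference between the libraries, because integration left the share from SPF at 41.6% while no cluster 2-like cluster formed without the library-differing genes. UMIs per cell do not explain it, since thinning gave 38.8%. Of the genes the study lists as higher in cluster 2, 77.2% were higher in GF in DC-like cells, which fits a difference between the libraries as a source of part of that list. *Mb21d1* was far higher in the GF single-cell library, in DC-like cells too. In GF it stood at 696 CPM in MP-like and 677 CPM in DC-like cells, against 121 CPM in epithelium-like (12 UMIs) and 46.7 CPM in stroma-like cells (3 UMIs), so the level was not the same in all cells. In bulk P3 to P8 its log2 difference was 0.074 (2.13 ± 1.78 TPM in SPF and 1.71 ± 0.817 TPM in GF, SD, n = 12). The gene was too low for the bulk filter, so a difference between SPF and GF mice in *Mb21d1* of colon MPs is neither supported nor excluded, and what raised it in the single-cell library stays open.

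Without the stroma-like and epithelium-like clusters, 4690 SPF and 4726 GF cells remained, close to the paper's 4681 and 4718. This fits removal of other cell types by the study, but the paper states no such removal and gives the limits on genes per cell as the reason for its numbers.

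For the transcription factors that the paper names from regulon activity, mRNA ratios in SPF and GF were 1.84 and 1.72 for *Crem* and 1.31 and 1.22 for *Prdm1* in cluster 4-like against other MP-like cells. In cluster 6-like cells they were 1.79 and 1.495 for *Atf4*, 1.596 and 2.13 for *Mafk* (interval in GF 1.01 to 4.08), and 1.73 and 1.98 for *Jund*, while *Egr2* had 1 UMI in each library. In cluster 7-like cells they were 25.5 (interval 7.72 to 108.4) and 19.3 (5.72 to 83.1) for *Egr2* and 2.12 (1.09 to 3.86) and 1.94 (1.04 to 3.41) for *Irf1*. *Nfe2l2* was 0.982 and 1.31 in cluster 2-like cells. mRNA is not regulon activity.

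In the bulk libraries over P3 to P8, the median log2 difference of SPF minus GF was 0.64 for ribosomal proteins (80 of 82 genes higher; camera adjusted p = 2.1e-21, fry adjusted p = 0.137) and 0.43 for oxidative phosphorylation (camera adjusted p = 1.6e-05, fry adjusted p = 0.26). It was −0.26 for antigen presentation (7 of 21 higher) and −0.18 for immune defence (10 of 25 higher), not called by either test without the replicate block. With the block, fry called both as lower in SPF (fry adjusted p = 0.031 and 0.021), while camera did not. This is the opposite direction to the single-cell libraries. RNA splicing and chromatin organization, which were lower in SPF in the single-cell libraries, had bulk medians of 0.013 and 0.099. For ribosomal proteins, SPF minus GF gave 0.23 within replicate 1 and 1.01 within replicate 2. Across replicate numbers, SPF replicate 1 minus GF replicate 2 gave −0.27 and SPF replicate 2 minus GF replicate 1 gave 1.52. Replicate 2 was above replicate 1 by 1.26 in SPF and 0.50 in GF. A housing difference on top of a run difference gives these signs. High values in 1 collection, SPF replicate 2, give the larger differences, but not the 0.23, −0.27 and 0.50 among the other collections. With 2 collections per housing the spread of such differences is unknown, so these explanations cannot be told apart.

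Replicate 1 and replicate 2 differed in 1610 genes in SPF and 592 in GF. In SPF, *Ubb* went from 4791 to 1498 TPM and *Rn45s* from 257 to 1130 TPM. The sequencing run alone is argued against, since a split of SPF replicate 1 with GF replicate 2 against the rest called 116 genes. Mice, sort day and library preparation stay open.

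Chance can be excluded for the 4 subset comparisons, since 1 split, the real one, gave as many genes in 100 splits for P5 and P6 against P7 and P8, in 35 for P6 against P7, in 100 for P1 and P2 against P4 to P8, and in 100 for P8 against P4 to P7. The largest counts of another split were 91 against 1462, 0 against 328, 683 against 2257 and 688 against 833, so for P8 another split came near. For the excess of lower over higher genes in P5 and P6, scaling of the values and a real excess cannot be told apart. After quantile normalization 48.1% of called genes were higher, but that step pushes the share towards 50% in either case.

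Some libraries carry genes of other cell types. All 4 mast-cell genes were highest in SPF P4 replicate 1 (*Cma1* 416, *Tpsb2* 277, *Cpa3* 116 and *Mcpt4* 113 TPM), and mast cells among the sorted cells are a candidate source. All 4 neutrophil genes were highest in GF P1 replicate 2 (*S100a9* 1917, *S100a8* 1497, *Retnlg* 153 and *Cxcr2* 8.59 TPM), as were 5 of 6 epithelium genes (*Phgr1* 463, *Krt8* 245, *Krt19* 244 and *Epcam* 65.5 TPM), which fits neutrophils and epithelial RNA in that sort. Monocytes also make S100 genes. *Jchain* averaged 6626 TPM in SPF P2 and 0.0188 TPM in GF P2, and *Dcn* 819 TPM in SPF P2. No T cell gene exceeded 2.26 TPM and no endothelial gene 32.1 TPM. *Igkc, Ighm, Trbc2* and *Trac* are not listed.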
